# Elucidating the Role of *SlBBX31* in Plant Growth and Heat-Stress Resistance in Tomato

**DOI:** 10.3390/ijms25179289

**Published:** 2024-08-27

**Authors:** Qiqi Wang, Xiangqiang Zhan

**Keywords:** tomato, *SlBBX31*, transcriptome analysis, photomorphogenesis, flowering and fruiting process, plant growth, heat-stress response

## Abstract

Heat stress inhibits plant growth and productivity. Among the main regulators, B-box zinc-finger (BBX) proteins are well-known for their contribution to plant photomorphogenesis and responses to abiotic stress. Our research pinpoints that SlBBX31, a BBX protein harboring a conserved B-box domain, serves as a suppressor of plant growth and heat tolerance in tomato (*Solanum lycopersicum* L.). Overexpressing (OE) *SlBBX31* in tomato exhibited yellowing leaves due to notable reduction in chlorophyll content and net photosynthetic rate (Pn). Furthermore, the pollen viability of OE lines obviously decreased and fruit bearing was delayed. This not only affected the fruit setting rate and the number of plump seeds but also influenced the size of the fruit. These results indicate that *SlBBX31* may be involved in the growth process of tomato, specifically in terms of photosynthesis, flowering, and the fruiting process. Conversely, under heat-stress treatment, *SlBBX31* knockout (KO) plants displayed superior heat tolerance, evidenced by their improved membrane stability, heightened antioxidant enzyme activities, and reduced accumulation of reactive oxygen species (ROS). Further transcriptome analysis between OE lines and KO lines under heat stress revealed the impact of *SlBBX31* on the expression of genes linked to photosynthesis, heat-stress signaling, ROS scavenging, and hormone regulation. These findings underscore the essential role of *SlBBX31* in regulating tomato growth and heat-stress resistance and will provide valuable insights for improving heat-tolerant tomato varieties.

## 1. Introduction

In the ever-changing global climate, the influence of heat stress on plant growth and development has become a top topic in agricultural research [1,2]. Although the adverse effects of heat stress on plants are well documented, the intricate mechanisms underlying these phenomena remain rarely known [3,4]. Previous studies delved into the multifaceted impacts of heat stress on plants which highlighted not only the direct physiological consequences but also the intricate molecular mechanisms involved [3,5]. 

Heat stress has profound and immediate physiological effects on plants. These impacts can range from subtle changes in metabolic processes to disruptions in growth and development [5,6]. Heat stress has been proved to inhibit plant growth, particularly in terms of stem and leaf expansion [7]. In addition, the efficiency of photosynthesis, a key process for plant growth and productivity, is also compromised under heat stress [8,9]. These direct physiological reactions determine the overall health and yield of crops. 

At the molecular level, plants use a range of strategies to cope with heat stress. One such strategy is heat-stress signaling transduction. The core of this signaling lies in the heat shock transcription factor (HSF)—heat shock protein (HSP) pathway [10,11]. Under heat-stress, proteins can misfold, and these inactivated proteins are detected by certain HSPs [12]. Another strategy involves the regulation of hormone levels which have an impact on plant growth and development, such as abscisic acid (ABA), ethylene (ETH), jasmonic acid (JA), salicylic acid (SA), and gibberellins (GA) [13,14,15,16,17,18]. However, the balance of these hormones is disrupted under heat stress, leading to growth inhibition. Furthermore, plants possess a robust antioxidant system that helps mitigate the damage caused by the ROS generated [19]. Finally, when the ROS production exceeds the antioxidant capacity of the plant, oxidative damage occurs, further compromising plant health [20].

In the plant kingdom, B-box domain-containing proteins constitute a subclass of zinc-finger proteins, notable for their one or two B-box domains located within the N-terminal regions. Certain members of this subclass possess a CCT (CONSTANS, CONSTANS-like, and TIMING OF CAB1) domain. Based on the configuration of their B-box and CCT domains, along with the presence of VP (valine–proline) motifs, BBX proteins are organized into five structural groups. Group I members are distinguished by their two consecutive B-box domains, accompanied by one CCT domain and a VP motif. Similar to Group I, Group II proteins also exhibit two B-box domains and a CCT domain, but lack a VP motif. Members of Group III bear a single B-box domain along with a CCT domain. Group IV proteins are marked by the presence of two B-box domains, without a CCT domain. Lastly, Group V comprises proteins that solely feature one B-box domain [21]. The BBX proteins alter various biological processes in plants [21,22,23]. Members of the BBX protein family are known for regulating photomorphogenesis, the developmental process in which plants respond to light [23,24]. They interact with photoreceptors and other transcription factors to modulate gene expression which affects plant growth, development, and adaptation to light environments [25]. BBX proteins participate in the formation of the circadian clock mechanism [8] which modulates plant physiological processes such as photosynthesis, metabolism, and stress responses [26]. BBX proteins are instrumental in plant stress responses. They can regulate the expression of stress-responsive genes and assist plants in coping with environmental stresses such as drought, salinity, and extreme temperature [27,28]. BBX proteins interact with other proteins, such as transcription factors, photoreceptors, and enzymes [22,29,30]. These interactions allow them to participate in complex regulatory networks which include coordinating plant growth, development, and adaptation to environmental changes.

Based on our heat-stress transcriptome data, we were interested in a particular transcription factor gene, *SlBBX31*. Recent studies indicated that *SlBBX31* enhances chilling-stress tolerance [31]. However, its specific effects on tomato growth and heat-stress tolerance remain undocumented. This laid the foundation for our utilization of reverse genetics methods in exploring the function of *SlBBX31*. In this study, overexpressing of *SlBBX31* in tomato resulted in decreased chlorophyll content due to alterations in photosynthesis and chlorophyll biosynthesis pathways. Moreover, we found that knocking out *SlBBX31* improved heat tolerance by reducing the accumulation of ROS and regulating the expression of various *HSF-HSP* genes during heat stress. Overall, our data indicate that *SlBBX31* acts as a negative regulator of plant growth and heat-stress tolerance in tomato.

## 2. Results

### 2.1. Sequence and Phylogenetic Analysis of SlBBX31

In order to investigate the evolutionary relationship of the BBX protein family, we conducted a phylogenetic analysis of 31 members of the tomato BBX protein family and 32 members of *Arabidopsis* (*Arabidopsis thaliana* (L.) Heynh.). *SlBBX31* (*Solyc06g063280.1*) was notable for its predicted open reading frame (ORF) of 786 bp, which can be converted into a protein composed of 261 amino acids. SlBBX31 possessed a molecular mass of 28.72 kDa and a predicted isoelectric point (pI) of 9.14. Evolutionary analysis showed that SlBBX31 protein shared the highest homology with AtBBX30, AtBBX31, and AtBBX32, all of which belong to subfamily V (Figure 1). Similarly, through a comparative analysis of SlBBX31 with homologous proteins from *Arabidopsis*, tobacco (*Nicotiana benthamiana* L.), potato (*Solanum tuberosum* L.), pepper (*Capsicum annuum* L.), and apple (*Malus domestica* Mill.), among others, we discovered a conserved B-box domain at the N-terminus (Figure S1a). Tomato SlBBX31 shared the closest phylogenetic relationship with potato StBBX32 (Figure S1b).

### 2.2. Expression Patterns of SlBBX31

To ascertain the subcellular localization of the SlBBX31 protein, the vector 35S-SlBBX31-GFP was transiently expressed in tobacco leaves (Figure 2a). The signals from the SlBBX31-GFP fusion protein overlapped with those from the DAPI staining which served as a positive control for nucleus localization. The fluorescence of SlBBX31-GFP was specifically observed in the nucleus, while the fluorescence of the control GFP was dispersed across the entire cell. Because of the fact that the nature of the target protein, host, expression vector system, codon preference, and transformation conditions can affect the expression of heterologous proteins [32], we hypothesized that our low transformation efficiency was due to the characteristics of the vector. Perhaps a more suitable carrier could enhance the transfection efficiency. According to our recent data, SlBBX31 is likely to function in the nucleus.

We conducted quantitative real-time PCR (qRT-PCR) analysis to examine transcript levels of *SlBBX31* in various plant tissues, including roots, shoots, leaves, flowers, and fruits. *SlBBX31* transcripts were detectable across all tissues, with the highest expression levels detected in flowers and the lowest in roots.

### 2.3. SlBBX31 Expression Is Responsive to Heat Stress

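RNA from leaves of the tomato cultivar M82 was sequenced in 6 groups. Untreated plants (0 h) were compared with plants kept at 42 °C for 2 h, 4 h, 12 h and 24 h, and with plants returned to optimal conditions for 24 h after the heat treatment (recovery). The paper gives a higher relative humidity for the heat treatment than for optimal conditions, so temperature and humidity changed together. Each group held 3 libraries, which the paper calls biological replicates, and the series held 18 libraries. The paper gives 28 days after sowing as the age at treatment, and the sample labels give 38 days. All later groups were compared with the untreated group of 0 h, and no untreated plants of the later times were among the samples. The clock times of sampling are not given. If all treatments began together, 24 h fell at the clock time of 0 h, while at 2 h, 4 h and 12 h the length of heat and the time of day changed together. The authors trimmed the paired-end reads with Trimmomatic v0.39 and aligned them to the tomato genome with TopHat2 v2.1.1, which reported a single place for each read, so that values of near-identical genes are uncertain. They used Cuffdiff of Cufflinks v2.2.1 for differential expression, and the values are FPKM (fragments mapped to a gene, scaled by transcript length and sequencing depth). The submitters' processing notes name Trimmomatic, TopHat and Cuffdiff. The deposited table holds FPKM of 34075 genes in each library and no fragment counts, so the absolute depth is unknown. FPKM of a library summed to between 559548 at 4 h and 895476 at 2 h. The relative depth of the libraries was read from genes below 0.5 FPKM, in which the value of a single fragment can be compared between libraries. Set against the median library, it ranged from 0.956 to 1.11 at 0 h (median 0.961), from 0.946 to 0.974 at 2 h (median 0.966), from 0.972 to 1.19 at 4 h (median 1.01) and from 0.938 to 1.14 at 12 h (median 1.06). It ranged from 0.987 to 1.05 at 24 h (median 0.993) and from 1.01 to 1.36 in recovery (median 1.24).

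Differential expression was tested with limma on log2(FPKM + 1) in a single fit of all 18 libraries, over the 18923 genes with at least 1 FPKM in at least 3 libraries. The p-values were adjusted by the Benjamini-Hochberg method in each comparison. As in the methods of the paper, a gene was counted as differentially expressed at an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. The pseudocount of 1 understates the change of genes with low FPKM. For single genes, an exact permutation test of 3 libraries against 3 (two-sided, 20 relabellings) was added, whose smallest possible p is 0.1. The median log2 fold change over all genes tested was not 0. Against 0 h, it was -0.21 at 2 h, -0.43 at 4 h, -0.17 at 12 h, -0.55 at 24 h and -0.53 in recovery. After each library was rescaled by the median ratio of its genes to their geometric mean (median-ratio scaling), it lay between -0.03 and 0. Values with this scaling are given beside the deposited ones where a call in the text, or the split into higher and lower genes, depends on it. The libraries of 12 h differed most among themselves. Over genes, replicate 2 of 12 h correlated with the others of its group at Pearson's r of 0.889 and 0.914, and with replicate 2 of 4 h at 0.905. Replicate 3 of 12 h correlated with the others of its group at 0.889 and 0.933, and with replicate 1 of 24 h at 0.913. At 24 h, replicate 3 correlated with the others at 0.918 and 0.938, which correlated with each other at 0.958.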

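*SlBBX31* (Solyc06g063280.1), a member of the B-box family of zinc-finger transcription factors, was expressed at a low level during the first 12 h of heat stress. Its FPKM was 0.463 ± 0.268 (SD, n = 3) at 0 h, 2.56 ± 0.894 (SD, n = 3) at 2 h, 2.95 ± 0.932 (SD, n = 3) at 4 h and 1.13 ± 0.849 (SD, n = 3) at 12 h. At 4 h it was higher than at 0 h, with a log2 fold change of 1.42 (standard error 0.387, limma adjusted p = 0.0155). At 2 h the log2 fold change of *SlBBX31* was 1.26 with an adjusted p of 0.0587 from limma, above the threshold. At 12 h it was 0.49 (limma adjusted p = 0.351), and the libraries of 12 h, at 0.784, 0.512 and 2.10 FPKM, overlapped with those of 0 h, at 0.325, 0.292 and 0.773 FPKM. Every library of 2 h and of 4 h lay above every library of 0 h (exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow), and the same test gave p = 0.2 at 12 h. The call at 4 h was lost without replicate 2 of 0 h (log2 fold change 1.34, limma adjusted p = 0.0576) or without replicate 1 of 4 h (1.35, adjusted p = 0.0518). The least significant difference test on untransformed FPKM, the test named in the legend of Figure 2, did not call the difference of 2.49 FPKM at 4 h. This test pools the spread of all groups. The libraries of 24 h, given below, spread far more than this difference, so the test could not decide at 4 h. The value at 2 h passed the threshold with a pseudocount of 0.1 (log2 fold change 2.27, limma adjusted p = 0.0288). It also passed with only the libraries of 0 h and 2 h in the fit (limma adjusted p = 0.0114) and without replicate 3 of 12 h and of 24 h (adjusted p = 0.0132, a choice made after seeing the data).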

In the initial phase of heat stress, spanning from 0 to 12 h, no alterations occurred in the expression level of *SlBBX31*. (Figure 2d). Particularly, this was largely induced after 24 h of heat-stress treatment, and its expression level decreased to the normal level during the recovery period, which was comparable to the level during the untreated state (Table S2 and Figure S2). 

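After 24 h of heat stress, the FPKM of *SlBBX31* was 46.9 ± 25.4 (SD, n = 3), with 29.2, 35.4 and 76.1 FPKM in the libraries. It was higher than at 0 h by a log2 fold change of 4.92 (standard error 0.387, limma adjusted p = 1.276e-07), which is 30.4-fold on the scale of FPKM + 1. Most of the rise took place between 12 h and 24 h, since the log2 fold change between these groups was 4.44 (limma adjusted p = 1.184e-06). In recovery the FPKM of *SlBBX31* was 1.69 ± 1.21 (SD, n = 3), lower than at 24 h, with a log2 fold change of -4.12 (limma adjusted p = 1.397e-06). In the comparisons of 24 h with 0 h, with 12 h and with recovery, the libraries of the groups did not overlap (exact permutation test, p = 0.1 for each, the smallest possible). Between recovery and 0 h, the log2 fold change was 0.80 (standard error 0.387, limma adjusted p = 0.111), so a difference was not detected, and the libraries of recovery ranged from 0.733 to 3.05 FPKM (exact permutation test, p = 0.2). With a pseudocount of 0.1, recovery was higher than 0 h (log2 fold change 1.55, limma adjusted p = 0.0417). None of the alternatives tried ended the call at 24 h against 0 h, which was 4.52 without replicate 3 of 24 h and 5.29 with median-ratio scaling.

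**Figure D1:**
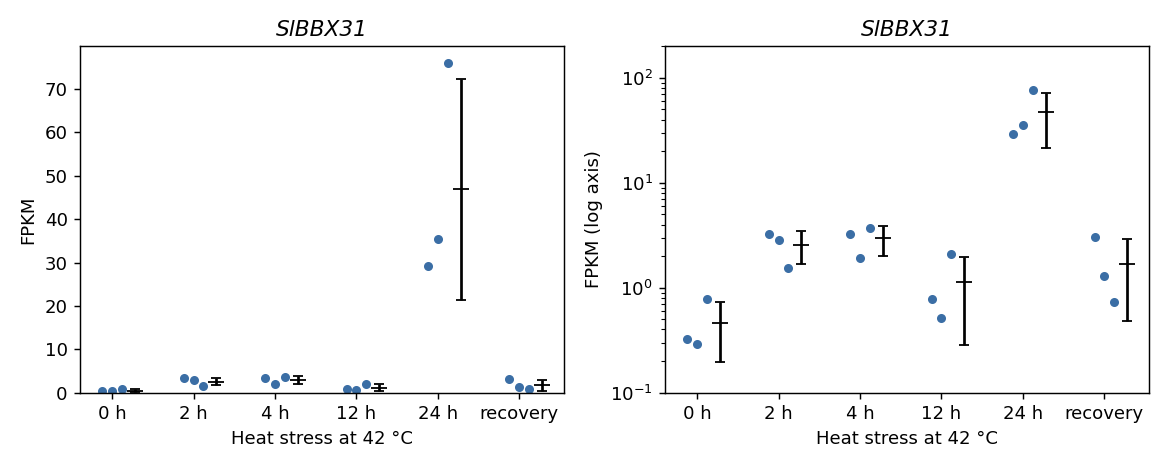
FPKM of *SlBBX31* in each of the 3 libraries per group of the heat series (points), with the mean and SD beside them (bars), on a linear axis and on a log axis; recovery is 24 h at optimal conditions after the heat treatment. The libraries of 24 h lie between 29.2 and 76.1 FPKM, and no library of the other groups exceeds 3.67 FPKM.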

The qRT-PCR results indicated a similar expression trend of *SlBBX31* to the transcriptome analysis results and the expression peaked at 24 h as well (Figure 2e). 

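Of the heat-shock genes examined, *HSP17.6* and *HSP90* were induced within 2 h at 42 °C, *HSF24* rose at 12 h, and *HSP70-1* did not pass both thresholds at any time against 0 h. *HSP17.6* (Solyc08g062437.1), a small heat shock protein, rose from 0.690 ± 0.175 FPKM at 0 h to 767 ± 173 FPKM at 2 h (SD, n = 3 each). This is a log2 fold change of 8.81 (standard error 0.613, limma adjusted p = 1.204e-07). It was at 29.7, 152 and 216 FPKM at 4 h, 12 h and 24 h, each higher than at 0 h. *HSP90* (Solyc08g079170.3), a chaperone, rose from 46.6 ± 2.37 FPKM (SD, n = 3) at 0 h to 207 FPKM at 2 h, 158 FPKM at 12 h and 420 ± 307 FPKM (SD, n = 3) at 24 h, with log2 fold changes of 2.12, 1.62 and 2.91. At 4 h it did not pass, with a log2 fold change of -0.22 (limma adjusted p = 0.71). *HSF24* (Solyc02g090820.3), a heat shock transcription factor, rose at 12 h (log2 fold change 1.11, limma adjusted p = 0.00936) and did not pass the test at the other times. *HSP70-1* (Solyc09g011030.3), a chaperone, had 17.8 ± 1.84 FPKM at 0 h, 40.6 ± 5.16 FPKM at 2 h, 13.2 ± 2.33 FPKM at 4 h, 39.1 ± 18.9 FPKM at 12 h, 31.6 ± 16.6 FPKM at 24 h and 11.8 ± 2.10 FPKM in recovery (SD, n = 3 each). Its log2 fold change against 0 h was 1.15 at 2 h (standard error 0.355, limma adjusted p = 0.0619), -0.41 at 4 h (adjusted p = 0.394), 0.96 at 12 h (adjusted p = 0.0458, below the minimum fold change), 0.69 at 24 h (adjusted p = 0.106) and -0.56 in recovery (adjusted p = 0.222). Every library of 2 h and of 24 h lay above every library of 0 h, and every library of 4 h and of recovery lay below (exact permutation test, p = 0.1 for each, the smallest possible), while those of 12 h overlapped with 0 h (exact permutation test, p = 0.3).

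Of these 4 heat-response genes, listed before the data were examined, 2 were higher at 2 h, 1 at 4 h, 3 at 12 h and 2 at 24 h, and none was lower at these times (3, 1, 3 and 2 higher when adjusted over the list alone). On balance the list moved upward at 2 h, 12 h and 24 h by limma's fry (adjusted p = 0.000117, 0.000352 and 0.000489) and not at 4 h (adjusted p = 0.411; 0.0173 without replicate 2 of 12 h). This test does not compare the list with other genes. In recovery *HSP90* was lower than at 0 h (22.0 FPKM, log2 fold change -1.09, limma adjusted p = 0.0497), a call that was lost with median-ratio scaling (-0.44, adjusted p = 0.525), without a filter on low values (adjusted p = 0.0723), with the replicate number as a block (adjusted p = 0.0506) and with any library of 0 h or recovery left out (lowest adjusted p 0.0616, without replicate 1 of recovery). With median-ratio scaling *HSP70-1* was higher than at 0 h at 2 h (log2 fold change 1.39, limma adjusted p = 0.0494), 12 h (1.15, adjusted p = 0.0432) and 24 h (1.33, adjusted p = 0.0146). The list then had 3, 4 and 3 genes higher at these times. The values of *HSP70-1* at 4 h (0.06) and in recovery (0.06) turned positive. It also passed at 2 h with only the libraries of 0 h and 2 h in the fit (limma adjusted p = 0.00276) and at 12 h without replicate 2 of 12 h (log2 fold change 1.43). The least significant difference test on untransformed FPKM called it at 2 h and 12 h. *HSF24* fell below the minimum fold change at 12 h without replicate 3 of 0 h (0.97) or replicate 2 of 12 h (0.95).

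**Figure D2:**
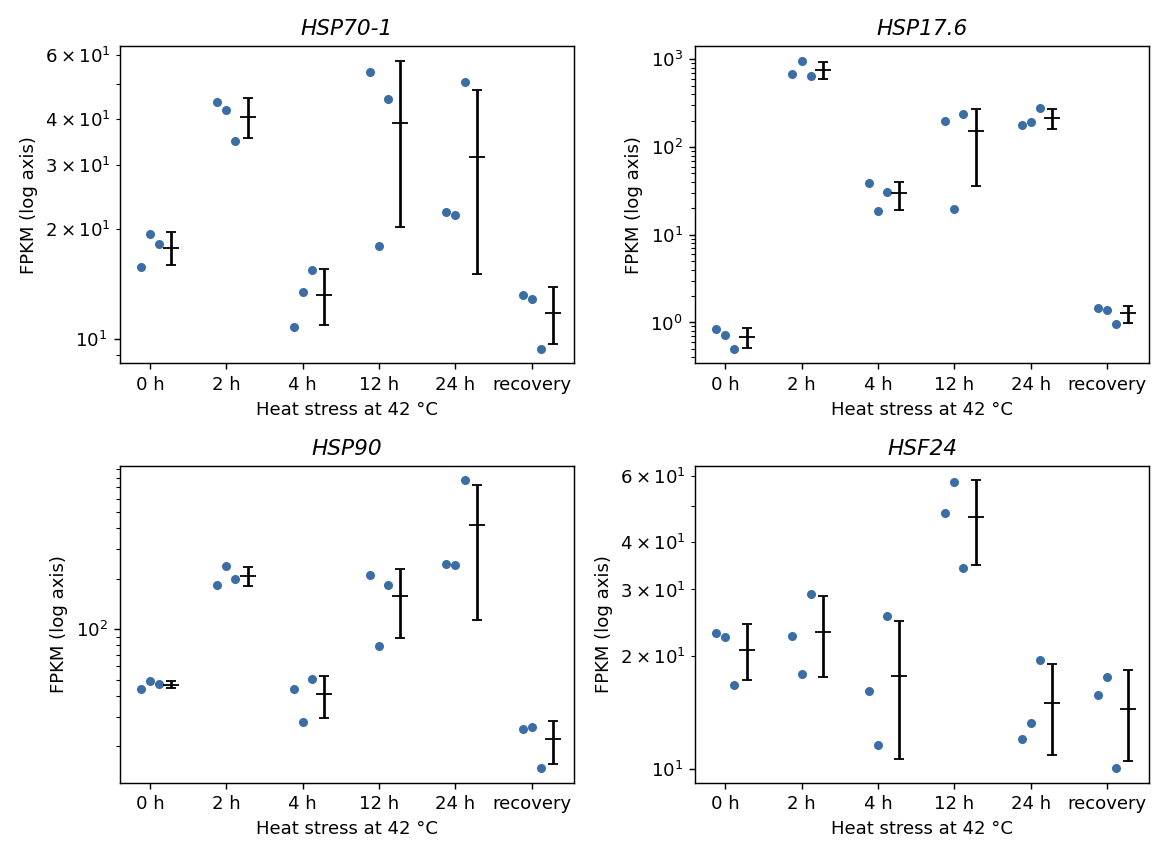
FPKM on a log axis of *HSP70-1*, *HSP17.6*, *HSP90* and *HSF24* in each of the 3 libraries per group of the heat series (points), with the mean and SD beside them (bars); recovery is 24 h at optimal conditions after the heat treatment. The highest mean of *HSP17.6* is that of 2 h, at 767 FPKM, and the highest mean of *HSP90* is that of 24 h, at 420 FPKM.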

The notable induction of the expression pattern of the marker gene *HSP70-1 (Solyc09g011030.3)* [33] observed under heat-stress conditions served as compelling evidence for the credibility of our heat-stress experiment (Figure 2f,g). 

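The leaf transcriptome as a whole changed more with longer heat stress, and *SlBBX31* was among the genes that rose most at 24 h. Against 0 h, 1052 genes were differentially expressed at 2 h (391 higher and 661 lower), 2936 at 4 h (467 higher and 2469 lower), 4571 at 12 h (1594 higher and 2977 lower), 8026 at 24 h (1762 higher and 6264 lower) and 4649 in recovery (233 higher and 4416 lower). By log2 fold change at 24 h, *SlBBX31* ranked 65 of the 1762 higher genes. Between 12 h and 24 h it ranked 19 of 832 higher genes. Outside the genes of Table S3 and those that the paper names with an ID, no source used here pairs the gene IDs with names. The genes of the largest changes at 24 h are therefore given by ID. The largest rises were those of Solyc03g082420.3 (log2 fold change 9.91) and Solyc03g113930.3 (9.91), and the largest falls were those of Solyc02g070980.1 (-9.15) and Solyc02g070990.1 (-9.03), both listed in Table S3 as *LHCb1*, light-harvesting antenna genes of neighbouring copies that can share reads.

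The split into higher and lower genes depended on the scaling and on single libraries. With median-ratio scaling, 574 genes were higher and 428 lower at 2 h, 981 and 758 at 4 h, 1921 and 2323 at 12 h, 3335 and 3722 at 24 h, and 1127 and 1455 in recovery. The number of differentially expressed genes at 2 h fell to 552 without replicate 2 of 0 h (261 higher and 291 lower), 581 without replicate 3 of 0 h, 617 without replicate 1 of 2 h and 531 without replicate 2 of 2 h (278 higher and 253 lower). With a pseudocount of 0.1, 381 genes were higher and 384 lower at 2 h. The number at 4 h fell to 1827 without replicate 2 of 4 h. Without replicate 3 of 12 h, 1834 genes were higher and 1946 lower at 12 h. Without replicate 3 of 12 h and of 24 h, 3900 genes were differentially expressed at 12 h and 7166 at 24 h, a choice made after seeing the data. The paper reports the rise of *SlBBX31* at 24 h in the transcriptome, its return in recovery and a similar course in qRT-PCR (Figure 2e). It takes the induction of the marker gene *HSP70-1* (Figure 2f,g) as evidence that its heat experiment is credible. The values plotted in Figure 2f follow another course than those given here for Solyc09g011030.3, and may belong to another gene. From its results the paper proposes that *SlBBX31* expression responds to heat stress.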

The above results suggest that *SlBBX31* expression is responsive to heat stress.

### 2.4. Overexpression of SlBBX31 Inhibits Chlorophyll Accumulation and Photosynthesis in Tomato

To further explore the function of *SlBBX31* in tomato, we conducted genetic transformation and screening on T_0_ generation positive seedlings. Through self-crossing and an additional screening processes, we successfully obtained two independent T_2_ generation homozygous lines with overexpressed *SlBBX31*, named OE-2 and OE-5, respectively. At the same time, we obtained two knockout homozygous lines using CRISPR gene-editing methods, labeled as KO-11 and KO-20. In the OE-2 line, the expression level of *SlBBX31* obviously increased, reaching approximately 300 times of the original expression. Similarly, the OE-5 line showed an increase of nearly 150 times of *SlBBX31* expression (Figure S3b). The KO-11 line featured a double base deletion, whereas the KO-20 line featured a single base insertion (Figure S3c). Both mutations led to premature translation termination, ultimately resulting in short truncated proteins (Figure S3d).

In comparison to the wild-type (WT) plants, chlorosis (loss of green color) was observed in the leaves of OE lines nearly one month old (Figure 3a). To find out the cause of this visible chlorosis, we measured the chlorophyll content in the leaves. There was a remarkable increase in chlorophyll a content and apparent decrease in chlorophyll b content in the leaves of three OE lines compared to the WT plants (Figure 3b,c). As a result, there was an evident decrease in total chlorophyll content (Figure 3d). Under field greenhouse conditions, we further measured the parameters related to photosynthesis. The Fv/Fm value represents the maximum photochemical quantum yield of photosystem II (PS II), or the maximum efficiency of light energy conversion in PS II. The Fv’/Fm’ result reflects the effective photochemical quantum yield of PS II and the primary light energy capture efficiency of the PS II reaction center [34]. Compared to the wild-type, both OE lines presented considerable decreases in Fv/Fm (Figure 3e) and Fv’/Fm’ values (Figure 3f), as well as an obvious reduction in net photosynthetic rate (Figure 3g). Nevertheless, there were no clear differences between the two KO lines and the WT. 

A transcriptome approach was employed to illustrate the distinct effects of *SlBBX31*. We focused on identifying differential expressed genes (DEGs) which displayed opposite upregulation and downregulation patterns in the OE and KO lines. Under normal growth conditions (Heat-0 h), we found 112 differentially expressed genes which were downregulated in the OE lines and simultaneously upregulated in the KO lines. Additionally, 72 genes were upregulated in the OE lines and downregulated in the KO lines (Table S3). GO (Figure 4a) and KEGG (Figure 4b) enrichment analyses revealed that these 184 genes accounted for plant responses to red, blue, and far-red light, perception of light signals, chloroplast development, photosynthesis, and the MAPK signaling pathway. Developmental phenotypes, such as leaf chlorosis and fruit color changes (Figure 5a), which occurred in OE lines under field growth conditions, may be attributed to these DEGs. From the GO enrichment, we chose the genes linked to the most notable chlorophyll binding term. In the same way, based on the KEGG enrichment, we picked the genes associated with the most prominent photosynthetic antenna protein pathway. These genes belong to the light-harvesting complex (LHC), members of the antenna protein family which exhibit analogous expression patterns. Their expression levels were largely downregulated in OE lines while being upregulated in KO lines (Figure 4c and Table S3). LHC proteins are transmembrane proteins which affect photoprotection mechanisms. They can capture light energy and rapidly transfer it to reaction centers (PS II and PS I) to initiate photochemical reactions [35]. By combining transcriptome data with the phenotypic characteristics of OE lines, we hypothesized that the substantial reduction in *LHC* expression levels of OE lines affected the antenna protein content. These data prove that *SlBBX31* is an inhibitor of chlorophyll accumulation and photosynthesis in tomato.

### 2.5. Overexpression of SlBBX31 Affects the Reproductive Growth Process in Tomato

In this study, fruits of similar size and from the same growth stage were selected for observation. During the mature green (MG) and breaker ripe (BR) stages, the fruits of the OE lines appeared paler in color compared to those of the WT and KO lines (Figure 5a). By cross-sectioning the fruits, it was observed that the mature fruits of the OE lines generally contained a lower number of seeds, and these seeds appeared less plump (Figure 5b). During field cultivation, pollen abortion was noticed in the OE lines. Through pollen viability tests, it was found that the pollen viability of the two OE lines was below 40%. The OE-2 lines had even lower pollen viability compared to the OE-5 lines, possibly due to a higher expression level of *SlBBX31* in the OE-2 lines (Figure 5c). As a result of the negative impact on pollen viability, the OE lines presented a considerable reduction in fruit setting rate (Figure 5d). The OE lines had a massive reduction in the average number of seeds per fruit (Figure 5e). The fruit-bearing branches location of the OE lines were notably higher than that of the WT and KO lines, which indicated a clear delay in fruit-bearing (Figure 5f). The average fruit weight of the OE lines was significantly reduced compared to the WT and KO lines (Figure 5g). Similarly, the average fruit diameter substantially decreased to less than 40 mm (Figure 5h). Nevertheless, no evident disparities in the above indexes were observed between the KO lines and the WT. These results suggest that *SlBBX31* overexpression affects the reproductive growth process in tomato.

### 2.6. SlBBX31 Is Important for Heat Tolerance in Tomato

According to preliminary experiments conducted under controlled environmental conditions, it was detected that the plants showed a yellowing phenotype when they were cultured to the one-month-old seedling stage with a specific nutrient solution and light intensity. After being subjected to heat treatment at 42 °C for 24 h, the entire plants wilted completely, and the growing points had necrotic damage. When the test materials which underwent heat-stress treatment for 24 h were returned to the artificial climate chamber for a 5-day recovery period, the survival rates of the various lines were calculated. The survival rates of OE-2 and OE-5 plants were only 5% and 10%, respectively, while the survival rate of the wild type was 75%. In contrast, the survival rates of the KO-11 and KO-20 lines exceeded 90% (Figure 6b). Based on the above preliminary experiments, as it was not suitable to select the 24-h heat-stress treatment time point for sampling and measuring physiological indicators, the formal experiment designed a heat-stress treatment duration of 12 h.

Subjected to a 12-h heat tolerance test at 42 °C, the OE-2 and OE-5 lines had the most severe leaf wilting, while the KO-11 and KO-20 lines presented minimal wilting, with a majority of the plants remaining strong (Figure 6a). When plants are subjected to adverse environmental stresses, cell membranes are particularly vulnerable. The relative ion permeability (electrolyte leakage) can qualitatively assess the damage degree to cell membranes caused by heat stress [27]. After 12 h of heat-stress treatment, the conductivity of the OE lines was evidently higher than the control, while the conductivity of the KO lines was apparently lower. The OE lines suffered more severe damage to their cell membranes, whereas the KO lines manifested minimal damage, which implied a stronger resistance to heat stress in the KO lines (Figure 6c). These data indicate that *SlBBX31* is critical for heat-stress tolerance in tomato.

### 2.7. SlBBX31 Is a Negative Regulator for ROS Detoxification under Heat Stress

ROS, an umbrella term for oxygen-containing compounds within plants, accumulates in response to heat stress. ROS are vital signaling molecules for plant growth and development. But excessive accumulation can cause potentially severe damage to plant tissue [27]. We employed qualitative and quantitative methods to measure the contents of H_2_O_2_ and O^2•−^. NBT and DAB staining results showed that both H_2_O_2_ and O^2•−^ accumulated at identical levels under normal growth conditions among these lines. After a 12-h heat-stress treatment, the OE lines had deeper staining compared to the WT, while the KO lines exhibited lighter staining (Figure 6d). Assessments of H_2_O_2_ and O^2•−^ were quantified to verify the histochemical staining results. H_2_O_2_ and O^2•−^ were found to accumulate obviously more in the OE lines as the heat treatment progressed (Figure 6e,f). 

Under adverse environmental conditions, plants can enhance the activity of antioxidant enzymes such as SOD, POD, CAT, and APX to eliminate the excessive accumulation of ROS, and thus to minimize cellular damage caused by endogenous ROS [20]. After heat-stress treatment, the activity of SOD enzyme is the highest in the KO lines and lowest in the OE lines (Figure 6g), which is consistent with the activity trend observed in POD (Figure 6h). Overexpressing *SlBBX31* reduced the activity of the protective enzymes, which impeded the timely elimination of excessive ROS within the plants. Consequently, this led to more harm to the plants. On the contrary, the KO lines exhibited increased SOD and POD enzyme activity and then improved their tolerance to heat stress. These results demonstrate that altered redox status may contribute to the improved tolerance to heat stress in KO plants.

### 2.8. SlBBX31 Is Involved in the Heat-Stress Response Gene Regulatory Networks

Genes involved in the heat-stress response, specifically *HSF* and *HSP*, are instrumental in mediating plant adaptation to heat stress [10]. The expression levels of *HSP17.6* (*Solyc08g062437.1*), *HSP70-1* (*Solyc09g011030.3*), *HSP90* (*Solyc08g079170.3*), and *HSF24* (*Solyc02g090820.3*) peaked at 2 h of heat-stress treatment (Figure 7 and Table S3). During this period, the KO lines showed much higher expression levels compared to the WT, while the OE lines exhibited notably lower levels. At 4 h of heat-stress treatment, although the transcription levels of these early heat-stress response genes were downregulated, their expression remained higher in the KO lines and lower in the OE lines. These gene expression patterns aligned with the phenotype in which OE lines were more sensitive to heat stress, while KO lines displayed greater heat tolerance. These findings speculate that *SlBBX31* may be involved in heat-stress response via the *HSF-HSP* signaling pathway.

Moreover, in this research it was discovered that the relevant genes encoding antioxidant enzymes, namely *POD* (*Solyc01g105070.3*), *SOD2* (*Solyc06g048410.4*), and *APX-2* (*Solyc09g007270.3*), also shared a similar expression pattern (Figure 7 and Table S3). Both *POD* and *APX-2* reached their peak expression levels at 2 h of heat-stress treatment. During the process from 0 to 2 h, the KO lines manifested the greatest increase in expression, followed by the WT, while the OE lines displayed minimal changes in expression. As for the *SOD2* gene, all these lines exhibited an initial increase followed by a decrease in expression. From 2 to 12 h of treatment, the KO lines maintained higher expression levels than the WT, while the OE lines had lower expression. These data suggest that *SlBBX31* may participate in heat-stress response through the ROS scavenging pathway.

Finally, this study also examined the expression levels of genes related to hormone synthesis and signal transduction. *9-cis epoxycarotenoid dioxygenase* (*NCED*) is a key rate-limiting enzyme in plants which catalyzes the synthesis of ABA, and its catalytic process represents a critical step in the ABA biosynthesis pathway [10,11,18]. As the duration of heat treatment increased, the expression level of *NCED3* (*Solyc07g056570.1*) showed an overall upward trend (Figure 7 and Table S3). Under varying treatment durations, there were slight differences in the expression of *NCED3* between the OE and WT lines. In contrast, the KO lines exhibited the highest expression levels which suggested that more ABA signaling molecules may be synthesized in the KO lines. The ABA signal transduction pathway is one of the most important pathways for plants to resist abiotic stress. The ABF transcription factor, a bZIP-type transcription factor which specifically recognizes ABA-responsive elements, contributes to the ABA signal transduction pathway [10,11,18]. We noted that during heat-stress treatment from 0 to 12 h, the expression of *ABF3* (*Solyc01g108080.4*) manifested an increasing trend in both KO and WT lines, while it decreased in the OE lines (Figure 7 and Table S3). At different time points, the expression level of *ABF3* was higher in the KO lines, indicating that *SlBBX31* may affect tomato tolerance to heat stress through the ABF-mediated ABA signal transduction pathway. Aminocyclopropanecarboxylic acid synthase (ACS) and aminocyclopropanecarboxylic acid oxidase (ACO) are key enzymes regulating ethylene biosynthesis in plants [36]. In both KO and WT lines, the gene expressions of *ACO4* (*Solyc02g081190.4*) and *ACS6* (*Solyc08g081550.4*) were almost unaffected by heat stress (Figure 7 and Table S3). Nevertheless, the OE lines showed much higher expression levels at various time points of heat-stress treatment compared to the WT and KO lines. We speculate that *SlBBX31* may alter ethylene content within the plant. ERF transcription factors are involved in plant defense against biotic and abiotic stresses by participating in signal transduction pathways for various hormones such as ETH [14], JA [17], and SA [15]. During heat-stress treatment at 0, 2, and 4 h, the expression level of *ERF5* (*Solyc03g093560.1*) was obviously higher in the OE lines compared to the KO and WT lines (Figure 7 and Table S3). However, at 12 h of heat-stress treatment, the KO lines manifested notably higher *ERF5* expression than both the WT and OE lines. The elevated expression of *ERF5* in the KO strain might contribute to its enhanced heat tolerance. Lipoxygenase (LOX) is a key regulatory factor in the biosynthesis of JA and SA [37]. The expression level of *LOX1* (*Solyc08g029000.3*) was particularly low in both KO and WT lines, but much higher in the OE lines (Figure 7 and Table S3), which may alter the contents of JA and SA in plants. In summary, *SlBBX31* may affect tomato tolerance to heat stress through hormone synthesis or hormone-mediated signal transduction pathways involving ABA, ETH, JA, and SA.

## 3. Discussion

Emerging evidence has demonstrated the crucial role played by BBX proteins in light-dependent pigment accumulation. Specifically, HY5, a key bZIP transcription factor, acts as a central coordinator which integrates light signals and environmental cues [38,39]. For instance, *AtBBX21* enhances both the activity and expression of AtHY5. As a result, it drives the expression of flavonoid biosynthesis genes and promotes anthocyanin accumulation [40]. Likewise, AtBBX22 interacts with and activates AtHY5, which leads to upregulated expression of flavonoid biosynthesis genes under AtHY5 control [41]. Interestingly, while overexpressing *SlBBX20* delays plant growth, it simultaneously promotes the buildup of chlorophyll, anthocyanins, and carotenoids in foliage [25]. Our phylogenetic analysis points out that SlBBX20 is closely related to AtBBX21 and AtBBX22. All the three genes are positive regulators of pigment accumulation. Although the functions of homologous proteins among different species are not necessarily conserved, this comparison also has certain reference value. Conversely, while *AtBBX31* negatively modulates anthocyanin accumulation by suppressing the activity of the AtBBX21–AtHY5 complex under white light, it serves as a positive regulator of UV-B signaling [42]. *AtBBX30* and *AtBBX31* are both negative regulators of light signaling [43]. In this study, *SlBBX31*-OE plants had largely reduced total chlorophyll content in the leaves, similar to the phenotype of *AtBBX31* under white light. The net photosynthetic rate of *SlBBX31*-OE plant leaves was notably decreased. Both Fv/Fm and Fv’/Fm’ values were much lowered, which indicated a decline in photosynthetic efficiency. The reduction in chlorophyll content disturbs the plants’ ability to convert light energy into chemical energy [25]. Therefore, the reduction in chlorophyll content and net photosynthetic efficiency caused by the *SlBBX31* overexpression might affect the accumulation of carbon and nitrogen sources necessary for plant growth. In view of the functional distinctions of *AtBBX31* under UV and white light conditions, the next step is to verify whether the function of *SlBBX31* also conforms to this rule under UV conditions. Given the paler fruits in *SlBBX31*-OE plants, subsequent steps could include measuring pigment content during different fruit development stages and analyzing transcriptome data to explore the impact of *SlBBX31* on pigment accumulation.

Antenna proteins are associated with both PS II and PS I, and all these protein complexes are closely related to photosynthesis [44]. Through further transcriptome sequencing analysis, it was discovered that while the expression levels of genes belonging to the LHC antenna protein family in *SlBBX31*-OE plants were apparently downregulated, the expression levels of LHC in *SlBBX31*-KO plants were notably higher. The photosynthetic apparatus in higher plants and algae is located on the thylakoid membrane, where PS II, PS I, cytochrome b6/f complex, and ATPase complex are present [44]. LHCs participate in capturing and conveying light energy, providing photoprotection and preserving the integrity of the thylakoid membrane. The PSII antenna proteins consist primarily of six pigment complexes: Lhcb1, Lhcb2, Lhcb3, Lhcb4, Lhcb5, and Lhcb6. On the other hand, the PSI antenna proteins are mainly comprised of four pigment protein complexes encoded by the genes *Lhca1*, *Lhca2*, *Lhca3*, and *Lhca4* [45,46]. The differentially expressed antenna protein genes in the OE and KO lines encompassed nearly all types of *LHCs* found in both PSII and PSI. The remarkable downregulation of *LHC* expression in the OE lines can lead to a decrease in antenna protein content, which will affect the photosynthetic response in tomato. Emerging study has identified the binding motifs of SlBBX31 from DAP-seq experiments [31]. Therefore, the following strategy is to verify whether SlBBX31 can directly regulate these *LHC* genes through subsequent dual luciferase reporter transactivation assays.

Certain BBX proteins are essential for the flowering pathway. AtBBX1 stands as a key regulatory factor in the photoperiodic regulation of flowering. It interacts with circadian clock genes and positively regulates downstream flowering genes. As a result, the expression of these genes is promoted [8]. AtBBX6 can influence the expression of the *FT* gene and thus affect the flowering time of *Arabidopsis* [47]. Under long daylight conditions, the OE lines of *AtBBX32* appear as a delayed flowering phenotype which illustrates that *AtBBX32* negatively regulates the flowering process [26]. Our study also found that *SlBBX31* has a negative effect on the flowering and fruiting stages. The *SlBBX31*-OE lines showed an evident decrease in pollen viability and a notable reduction in fruit setting rate. In addition, the fruiting nodes were higher, which indicated that overexpression of *SlBBX31* delayed the flowering and fruiting process. Meanwhile, the average fruit weight and diameter were decreased, leading to decreased crop yields. This study demonstrates that an excess of *SlBBX31* expression impacts the process of reproductive growth. Particularly, our work is not enough to prove how *BBX31* affects the flowering and fruiting processes. We hypothesize that it may affect photomorphogenesis through HY5 or CONSTITUTIVELY PHOTOMORPHOGENIC 1 (COP1) [39,40,41], which requires a considerable amount of follow-up research to verify this point in tomato.

BBX proteins can participate in stress responses to enhance plant tolerance to both biotic and abiotic stresses [48]. *AtBBX18* reduces plant heat tolerance by negatively regulating the expression of heat-responsive genes [49]. The apple BBX protein MdBBX37 positively regulates cold resistance in apples through the JAZ-BBX37-ICE1-CBF pathway [50]. A systematic identification and analysis of the tomato BBX family outlined that most tomato BBX proteins can be induced by heat, drought, and exogenous hormones, which suggests that tomato BBX proteins may be involved in the regulation of abiotic stress responses and hormone metabolism [51]. *SlBBX17* serves as a positive regulator in enhancing heat-stress tolerance [27]. SlHY5 is a factor in regulating ion absorption, metabolite buildup, and resilience against abiotic stresses in tomato [31,52,53,54]. SlHY5 has the ability to directly bind to the *SlBBX31* promoter and then it can activate *SlBBX31* transcription. Additionally, SlBBX31 can bind directly to the promoters of *SlCBF1/2* to activate their transcription, potentially serving as an important regulator in transcriptional activation of cold-induced *SlCBF*s, which leads to cold tolerance [31]. Our research filled the gap of the *SlBBX31* role under heat stress. Further transcriptome sequencing analysis revealed that, at the three time points of 2, 4, and 12 hafter heat-stress treatment, while the expression levels of *HSF* and *HSP* genes were lower in the *SlBBX31*-OE lines, they were obviously elevated in the *SlBBX31*-KO lines. Additionally, the expression levels of genes related to antioxidant protective enzymes, such as *POD*, *SOD2*, and *APX-2*, were higher in the KO lines, but lower in the OE lines. Combined with enzyme activity measurements, the results imply that *SlBBX31* may control heat-stress tolerance by crosstalk between the *HSF-HSP* and ROS pathways. Moreover, it can also affect the expression of key genes involved in the biosynthesis and signal transduction of ABA, ETH, JA, and SA. However, more evidence is needed at the molecular level to explain whether *SlBBX31* is involved in hormone synthesis or hormone-mediated signaling pathways. Therefore, subsequent experiments could concentrate on searching for the interaction and regulation proteins of SlBBX31 in order to elucidate the mechanism of its function under heat stress.

In conclusion, we focused on exploring the gene function of *SlBBX31* by using a reverse genetics approach. *SlBBX31*-OE plants displayed defects in photomorphogenesis and reproductive growth, along with an apparent decrease in heat-stress tolerance. On the contrary, *SlBBX31*-KO plants enhanced heat tolerance. Our present work illustrates that *SlBBX31* serves as a negative regulator for plant growth and heat-stress tolerance. This will provide useful information for the future design of a heat-tolerant tomato line.

## 4. Materials and Methods 

### 4.1. Plant Materials and Tomato Transformation

We obtained *S. lycopersicum* cv. M82 (M82) and *S. lycopersicum* cv. Ailsa Craig (AC) seeds from the Tomato Genetic Resource Center, University of California, Davis, CA, USA. 

For the construction of overexpressing vector, the full-length ORF of SlBBX31 was amplified by PCR using primers (OE-SlBBX31-F and OE-SlBBX31-R, sequences listed in Table S1) and subsequently cloned into the transient expression vector pHELLSGATE2. 

For CRISPR-Cas9 knockout vector construction, the single-guide RNA (sgRNA) sequence targeting the *SlBBX31* gene was selected using the CRISPR-PLANT website (http://www.genome.arizona.edu/crispr/, accessed on 1 September 2020). SlBBX31-SgRNA-F and SlBBX31-SgRNA-R (Table S1) were designed to construct the sgRNA-Cas9 vector, utilizing the vector backbone of pCAMBIA2301. 

Transgenic lines in AC background were achieved through tissue culture-based *Agrobacterium*-mediated genetic stable transformation (strain GV3101). 

### 4.2. Plant Growth Conditions and Stress Treatments

We sowed the seeds evenly in 7 × 7 cm pots with stroma (nutritive soil:vermiculite:perlite = 3:1:1) and placed them in artificial climate chambers. The optimal climate conditions were as follows: 16/8 h day/night photoperiod, 25 °C air temperature, 800 μmol/m^2^/s^1^ irradiance, and 70% humidity. We watered the plants each day to meet the optimal water requirement before the stress treatments.

One-month-old AC plants, *SlBBX31*-OE plants, and *SlBBX31*-KO plants of the same stage with maximum water holding capacity of the soil were subjected to 42 °C heat-stress conditions with 90% relative humidity. Samples, each consisting of pooled leaves from multiple individual plants with three biological replicates per line, were collected at 0, 2, 4, and 12 h.

Twenty-eight days after sowing, M82 plants of the same stage were subjected to 42 °C heat-stress conditions with 90% relative humidity for 0 h (Heat-0 h), 2 h (Heat-2 h), 4 h (Heat-4 h), 12 h (Heat-12 h), and 24 h (Heat-24 h), and returned to optimal conditions for 24 h (heat-recovery) after the heat-stress treatment. Leaves from the three biological replicates were immediately frozen in liquid nitrogen and stored at −80 °C for RNA sequencing.

### 4.3. RNA Extraction and qRT-PCR Analysis

The extraction of total RNA was carried out using the TRNzol Universal Total RNA Isolation Kit (sourced from Tiangen, Beijing, China), strictly adhering to the manufacturer’s guidelines. From this extracted RNA, 1 µg was utilized for the synthesis of first-strand cDNA, employing the HiScript II 1st Strand cDNA Synthesis Kit (supplied by Vazyme, Nanjing, China). qRT-PCR was performed as described previously [55]. Each gene was subjected to three biological replicates, with *SlActin7 (Solyc03g078400.3.1)* [20] serving as the internal reference gene. The relative expression levels of the genes were measured by applying the 2^−ΔΔCt^ method. For reference, the primers employed in this study are enumerated in Table S1 (named “qPCR” in the table).

### 4.4. Protein Physicochemical Properties Prediction and Phylogenetic Analysis 

The ExPASY website (http://web.expasy.org/, accessed on 3 September 2020) was utilized to acquire physicochemical data, including the isoelectric point, protein instability index, molecular weight, and hydrophilicity. For the construction of a phylogenetic tree, the neighbor-joining method in MEGA7 (http://www.ddooo.com/softdown/141094.htm, accessed on 7 September 2020) was employed. Additionally, the Evolview website (https://evolgenius.info//evolview-v2/, accessed on 7 September 2020) facilitated the visualization of the phylogenetic tree. 

### 4.5. RNA Sequencing and Data Analysis 

Next-generation sequencing was performed using Illumina HiSeq4000 at the Annoroad Technologies Corporation in Beijing, China. The RNA-seq data acquired were subsequently analyzed by the Trimmomatic (v0.39) data-trimming program [56] to trim and assess the quality of the raw paired-end reads. Trimmomatic, which can be downloaded from http://www.usadellab.org/cms/index.php?page=trimmomatic (accessed on 1 March 2020), was utilized with the following parameters: ILLUMINACLIP: adapter.fa:2:30:10 SLIDINGWINDOW:4:15 MINLEN:75. We used TopHat2 (v2.1.1) software [57] in orientation mode to individually align the clean reads with the reference genome (ITAG4.0, accessible at https://solgenomics.net/organism/Solanum_lycopersicum/genome/, accessed on 1 March 2020). TopHat2, which can be downloaded from http://ccb.jhu.edu/software/tophat/tutorial.shtml (accessed on 1 March 2020), was employed with the following parameters: -m 1 -g 1 -I 10000 --library-type=fr-firststrand. We used Cuffdiff, a program within Cufflinks (v2.2.1) [56,58], for differential expression analysis. Cufflinks was downloaded from http://cole-trapnell-lab.github.io/cufflinks/manual/ (accessed on 1 March 2020), and the parameters used were: --max-bundle-frags 1000000000 -I 10000 -u --library-type=fr-firststrand. The DEGs between two samples were selected using the following criteria: |log2FC(fold change)| ≥ 1 && fdr (false discovery rate probability) ≤ 0.05. We utilized DIAMOND (v2.0.15) [59] software for KEGG annotation, InterProScan (v5.34-73.0) [60] software for GO annotation, and finally, employed ClusterProfiler (v4.4.4) [61] to conduct enrichment analysis of GO and KEGG using the hypergeometric test method. Finally, we used the ggplot2 (v3.2.0) R package for visualization.

### 4.6. Subcellular Localization

The ORF of *SlBBX31*, excluding the stop codon, underwent amplification utilizing specific primers, namely SlBBX31-GFP-F and SlBBX31-GFP-R (Table S1). Following amplification, the ORF was cloned into the transient expression vector pBI121-GFP. This GFP-fusion construct, designated as 35S-SlBBX31-GFP, was then transformed into *Agrobacterium* (strain GV3101). Following incubation of the agrobacterium to an OD_600_ of 0.6 at 28 °C, it was resuspended in an infiltration medium and introduced into tobacco leaves. The infiltrated leaves were initially cultured in darkness for one day, followed by an additional day under light conditions. To visualize nuclei, DAPI staining was co-infiltrated. Two days after infiltration, fluorescence signals from 35S-SlBBX31-GFP and 35S-GFP in the tobacco leaves were measured using the Olympus BX53 microscopy system (Olympus Microsystems, Tokyo, Japan).

### 4.7. Measurement of Chlorophyll Content and Photosynthetic Correlation Indices 

The third fully expanded true leaves from the apex of one-month-old AC plants, *SlBBX31*-OE plants, and *SlBBX31*-KO plants were carefully detached for the assessment of chlorophyll content and Pn. The chlorophyll content was tested by an established method [62]. A portable photosynthesis system (LI-6800; LI-COR, Lincoln, NE, USA) equipped with an infrared gas analyzer was used to measure the Pn. These measurements were conducted under controlled conditions: temperature of 25 °C, light intensity of 800 µmol·m^−2^·s^−1^, relative humidity of 70%, and a CO_2_ concentration of 400 µmol mol^−1^.

### 4.8. Measurement of Pollen Vigor and Yield-Related Indices 

Pollen viability was tested by using the TTC (2,3,5-triphenyltetrazolium chloride) staining method [63]. 

Five tomato lines, namely AC, OE-2, OE-5, KO-11, and KO-20, were planted in 2019, with 15 plants for each line. In 2020, 10 plants were planted for each of the five strains. Data such as the number, weight, diameter, seed count within the fruit, and fruiting node of each tomato harvested were collected. Two fruiting branches at the same fruiting node were selected and marked on each tomato plant, and the fruit setting rate was calculated based on the total number of flowers and the actual number of fruits on these two branches.

### 4.9. Analysis of the H_2_O_2_ and O^2•–^

To detect the accumulation of H_2_O_2_ and O^2•−^, 3,3′-diaminobenzidine (DAB) and nitro blue tetrazolium (NBT) staining were employed. Specifically, leaves from the same position on both control and transgenic plants were immersed in DAB (1 mg·mL^−1^) or NBT (0.5 mg·mL^−1^) solutions for an entire night under dark conditions. After achieving adequate bleaching by boiling the leaves in 75% (v/v) ethanol, photographs were taken. For the quantitation of H_2_O_2_, the approach outlined by Xia et al. [64] was adopted, and the test of O^2•−^ levels relied on the method put forth by Liang et al. [55].

### 4.10. Assessment of Antioxidant Enzyme Activities

Leaf samples (weighing 100 mg each) were pulverized in 1 mL of 100 mM phosphate buffer (pH 7.0), which had been pre-cooled with ice and fortified with 1 mM EDTA, 0.1% (v/v) Triton X-100, and 1% (w/v) PVP40. Following centrifugation of the homogenates at 13,000× *g* for 20 min at 4 °C, the supernatants were collected. These supernatants were then used to assess the activities of the antioxidant enzymes, SOD and POD, following previously established methodologies [20].

### 4.11. Data Statistics and Analysis

We used GraphPad Prism (v8.0.2) and SPSS (v15.0) software for data statistical analysis and plotting.

## Figures and Tables

**Figure 1:**
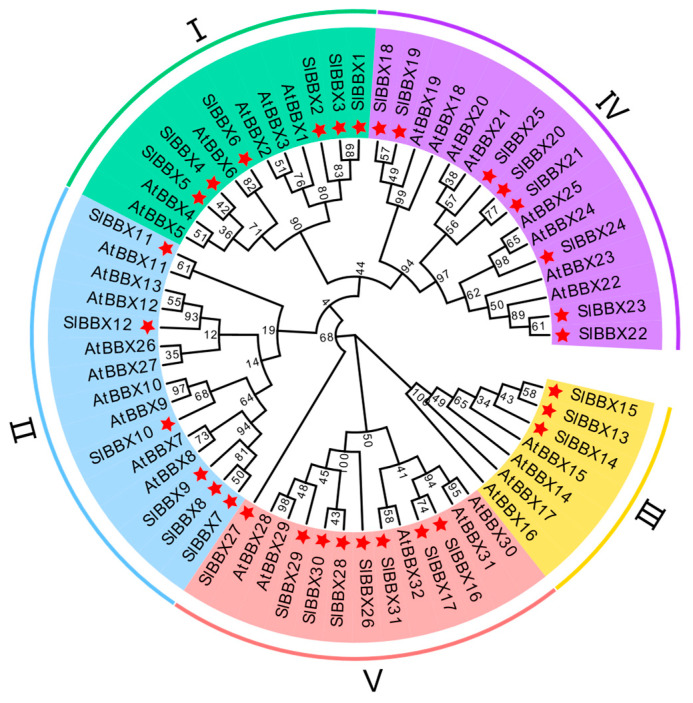
Phylogenetic relationships of BBX gene family members from tomato and *Arabidopsis*. The neighbor-joining method, with 1000 replicates, was employed to conduct phylogenetic analysis. To facilitate identification, the branches representing various subfamilies were labeled using distinct colors. The Roman numerals I–V represented the subfamily numbers respectively. Tomato BBX gene family members were marked with pentagrams.

**Figure 2:**
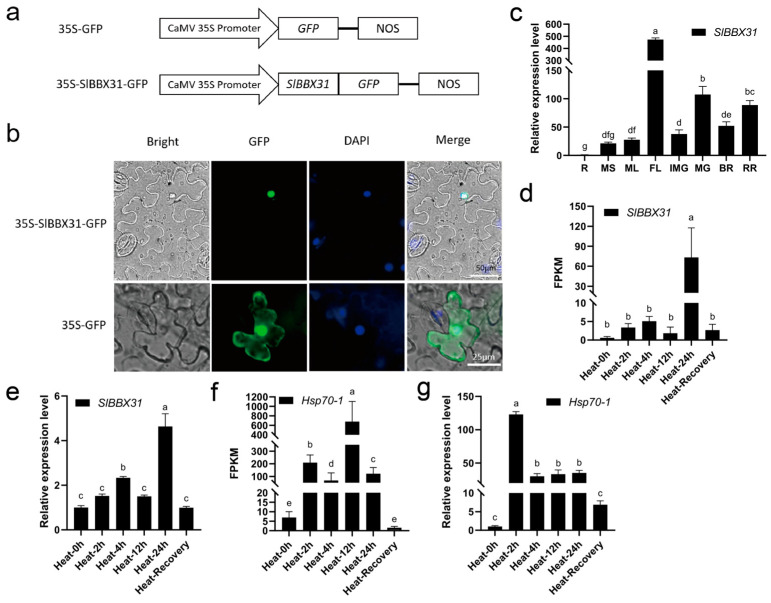
Expression patterns of *SlBBX31*. (**a**) Schematic diagram of the construction of the subcellular localization vector of *SlBBX31*. (**b**) The plant expression vectors, consisting of green fluorescent protein (GFP) fused with SlBBX31 proteins or the control vector, were introduced into tobacco leaves. Nuclei were visualized through DAPI staining. The term “Merge” refers to the combination of GFP and DAPI staining images. Scale bars, 50 µm and 25 µm, respectively. (**c**) Relative expression level of *SlBBX31* in different tissues of tomato. R: root, MS: Mature stem, ML: Mature leaf, FL: Flower, IMG: Immature green fruit, MG: Mature green fruit, BR: Breaker ripe stage fruit, RR: Red ripe stage fruit. (**d**) Expression analysis of *SlBBX31* in heat-stress transcriptome sequencing. (**e**) Relative expression analysis of *SlBBX31* in heat-stress condition. (**f**) Expression analysis of *Hsp70-1* in heat-stress transcriptome sequencing. (**g**) Relative expression analysis of *Hsp70-1* in heat-stress condition. *SlActin7* was selected as internal control. The relative gene expression level in other tissues was calculated by comparing the gene expression in roots. The least significant difference (LSD) was used for the significance test (*p*-value < 0.05). The different letters represent different levels of significance.

**Figure 3:**
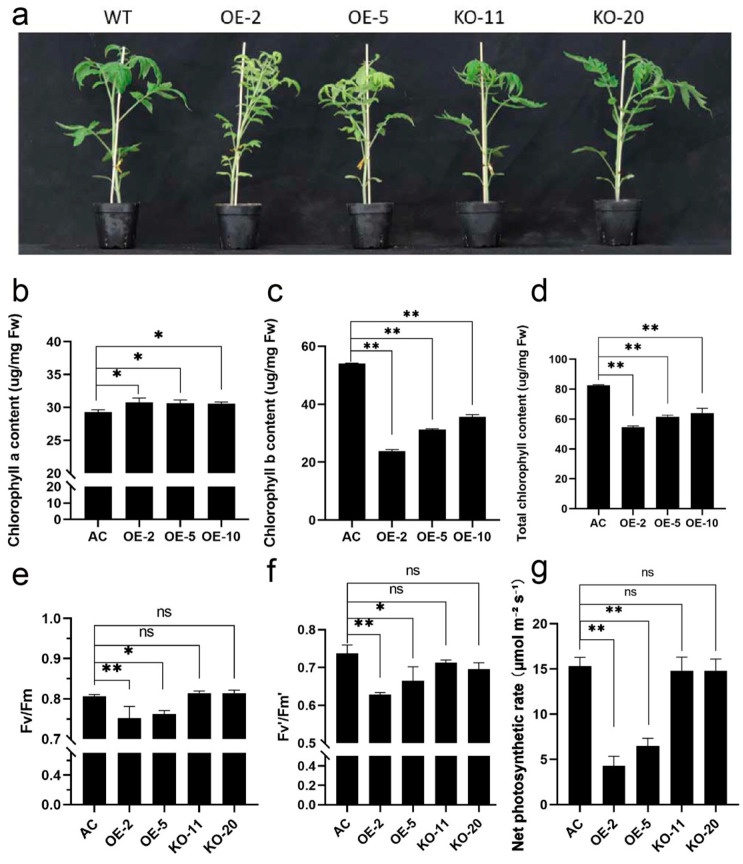
Overexpression of *SlBBX31* affected the vegetative growth of tomato. (**a**) Phenotype of transgenic plants. (**b**) Chlorophyll a content. (**c**) Chlorophyll b content. (**d**) Total chlorophyll content. (**e**) Fv/Fm value. (**f**) Fv’/Fm’ value. (**g**) Net photosynthetic rate. The asterisks represented significant differences compared with control (* represents *p*-value < 0.05, ** represents *p*-value < 0.01 and ns represents not significant).

**Figure 4:**
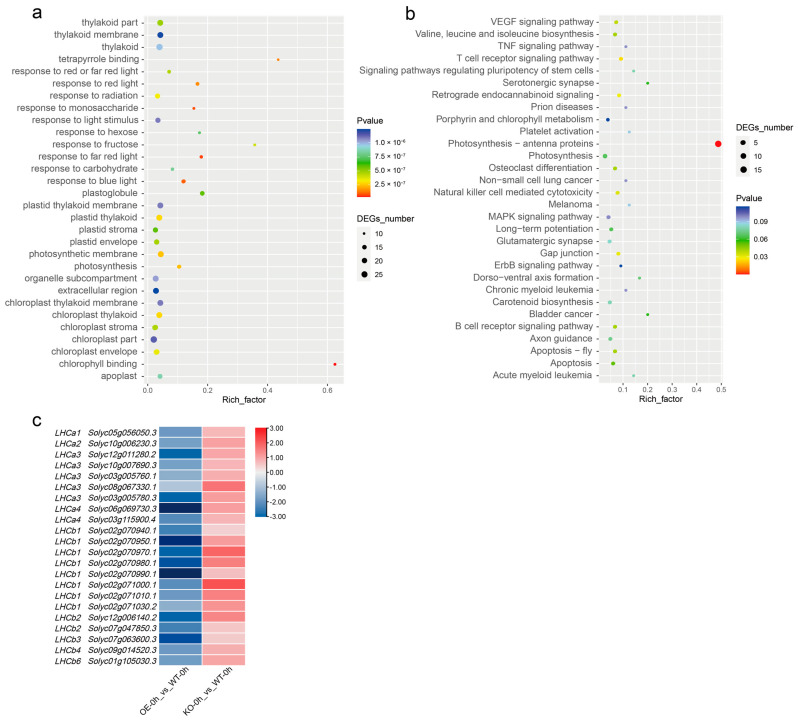
DEGs in OE and KO lines under normal growth conditions. (**a**) GO enrichment analysis of DEGs was performed. (**b**) KEGG enrichment analysis of DEGs was also conducted. (**c**) The differential expression patterns of antenna protein family genes in OE and KO lines were further investigated. The log2FC value for each gene was calculated based on its FPKM value.

**Figure 5:**
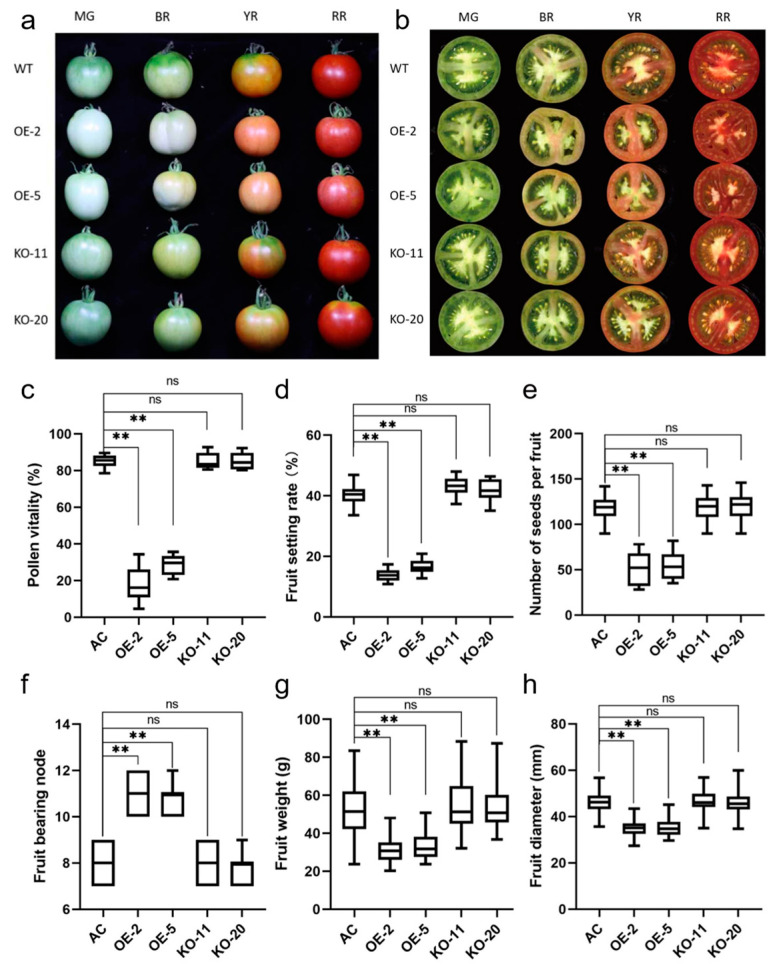
Overexpression of *SlBBX31* affected the reproductive growth of tomato. (**a**) Phenotype of the fruits of transgenic tomato. (**b**) Cross-section of the fruits of transgenic tomato. (**c**) Pollen viability. (**d**) Percentage of fertile fruit. (**e**) Number of seeds per fruit. (**f**) Fruit bearing node of tomato. (**g**) Fruit weight. (**h**) Fruit diameter. The asterisks represented significant differences compared with control (** represents *p*-value < 0.01 and ns represents not significant).

**Figure 6:**
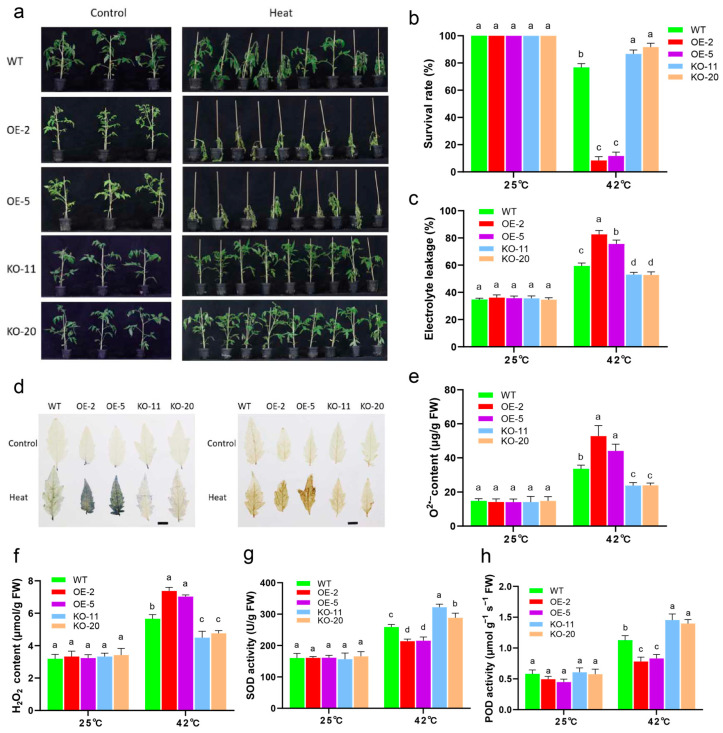
Functional analysis of *SlBBX31* in heat-stress response. (**a**) Phenotype of transgenic lines under heat-stress treatment. (**b**) Statistics of survival rate of transgenic lines under heat-stress treatment. (**c**) Electrolyte leakage rate of transgenic lines under heat-stress treatment. (**d**) NBT staining and DAB staining. (**e**) Determination of O^2•−^ content. (**f**) Determination of H_2_O_2_ content. (**g**) Determination of SOD activity. (**h**) Determination of POD activity. Statistical significance was determined using LSD test, with a *p*-value threshold of <0.05. The different letters represent different levels of significance.

**Figure 7:**
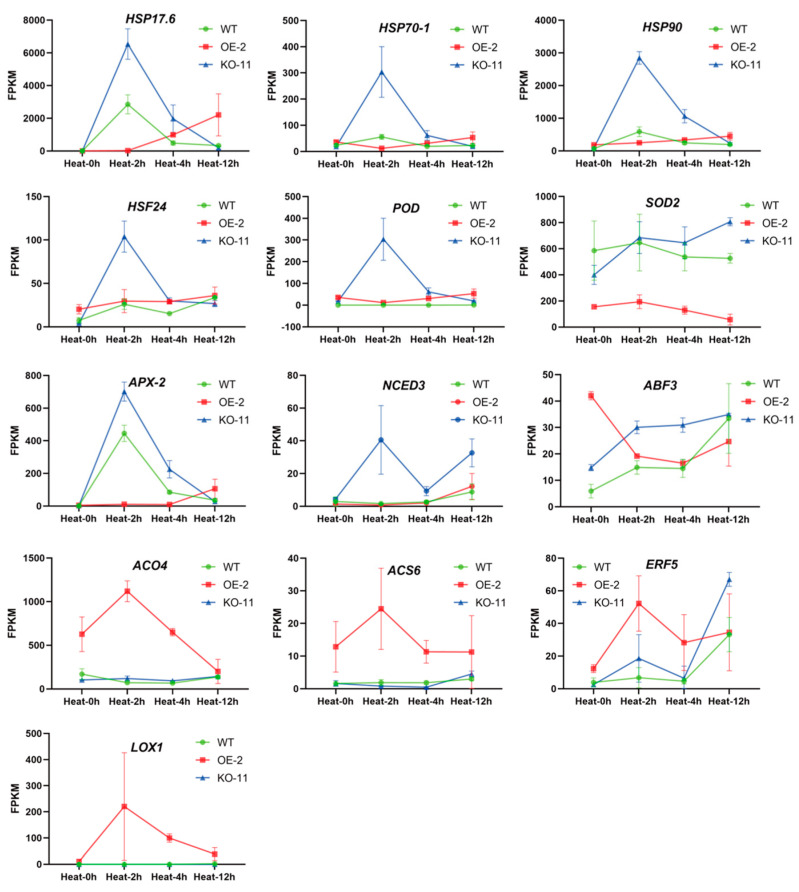
Analysis of key gene expression patterns following transcriptome sequencing conducted under heat-stress condition.

## Data Availability

We submitted the RNA-seq data at the NCBI Sequence Read Archive (SRA) under accession SRP262801. The gene expression data were uploaded to the NCBI Gene Expression Omnibus under accession number GSE151277. Other data supporting the conclusions of this study can be obtained from the corresponding author upon reasonable request. Please contact the authors for further information.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25179289/s1.

# Supplementary material for: Elucidating the Role of SlBBX31 in Plant Growth and Heat-Stress Resistance in Tomato
**Source:** Int J Mol Sci. 2024 Aug 27;25(17):9289. doi: 10.3390/ijms25179289
**Supplement:** Supplementary file 1

Supplementary Materials

Table S1. Primers used in this study.

Name	Primer (5'-3')
OE-SIBBX31-F	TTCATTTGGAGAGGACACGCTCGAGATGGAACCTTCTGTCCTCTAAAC
OE-SIBBX31-R	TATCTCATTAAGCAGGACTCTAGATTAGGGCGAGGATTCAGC
SIBBX31-SgRNA-F	GATTGAAAGCTTCAAATGAACCGCG
SIBBX31-SgRNA-R	AAACCGCGGTTTCATTTGAAGCTTTC
SIBBX31-GFP-F	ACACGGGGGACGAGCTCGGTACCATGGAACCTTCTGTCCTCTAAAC
SIBBX31-GFP-R	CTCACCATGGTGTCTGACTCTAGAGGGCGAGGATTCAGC
SIBBX31-qPCR-F	TGATACACGGGATGAACAAGAA
SIBBX31-qPCR-R	TGTACAAGGTCGTCAATGGTTA
Actin7-qPCR-F	GTTTGTGACAATGGAACCTGGAA
Actin7-qPCR-R	CCAATTGCTGACTATACCATGC
LEA-qPCR-F	CTGGGACAATTGGTGAAAAGTT
LEA-qPCR-R	TCTCTTTCAGCCCTTTCTTCTT
Hsp70-1-qPCR-F	GCTCGAGGGCATCTGTAATC
Hsp70-1-qPCR-R	GAAACCAACTAGTATCTTTATCAACC

Table S2. Expression analysis of *SIBBX* gene family in heat stress transcriptome.

Gene<br>Name	Heat-<br>2h_vs_Heat-0h	Heat-<br>4h_vs_Heat-0h	Heat-<br>12h_vs_Heat-0h	Heat-<br>24h_vs_Heat-0h
<i>SIBBX1</i>	-2.287639131	-2.652365577	-1.588390555	-3.479838589
<i>SIBBX2</i>	-1.221686512	-1.496516884	-1.195637761	-2.84146372
<i>SIBBX3</i>	-0.724906723	-0.643507241	-1.344094741	-0.925013949
<i>SIBBX4</i>	-1.009917009	-1.316756497	-1.756680512	-0.225660156
<i>SIBBX5</i>	1.355508169	0.321749415	1.162339322	-1.523814432
<i>SIBBX6</i>	0.187051725	-0.039308429	-1.198253911	-2.059027571
<i>SIBBX7</i>	0.526141592	0.202336867	1.511407946	2.497816597
<i>SIBBX8</i>	NA	NA	NA	NA
<i>SIBBX9</i>	0.087155865	-0.113017835	0.574355813	0.088488586
<i>SIBBX10</i>	-0.888489212	-2.211293545	-1.826554056	-2.32455
<i>SIBBX11</i>	1.367066405	1.372922058	2.018997158	-0.137383749
<i>SIBBX12</i>	NA	NA	NA	NA
<i>SIBBX13</i>	-1.701953976	-4.323791448	-3.248223254	-5.775489771
<i>SIBBX14</i>	0.291318259	0.224356209	2.42982598	0.428059884
<i>SIBBX15</i>	-0.161447084	-0.526684262	-0.314323951	-1.279625367
<i>SIBBX16</i>	NA	NA	NA	NA
<i>SIBBX17</i>	0.094354266	-0.96022198	-0.241932621	0.980128033
<i>SIBBX18</i>	0.016809962	-0.364961858	-0.013448708	-2.148882408
<i>SIBBX19</i>	-1.304920993	-2.107389095	-1.09240901	0.961823758
<i>SIBBX20</i>	0.271967146	-0.959554379	-0.448573516	-1.033807432
<i>SIBBX21</i>	NA	NA	NA	NA
<i>SIBBX22</i>	-0.020997038	-0.346747011	0.444179427	-0.352450167
<i>SIBBX23</i>	-0.361877338	-0.371962593	-0.338072696	-3.411108729
<i>SIBBX24</i>	0.426389733	-0.434499778	0.436823843	0.052635616
<i>SIBBX25</i>	NA	NA	NA	NA
<i>SIBBX26</i>	0.676932883	-0.394673509	0.151198049	-0.093638054
<i>SIBBX27</i>	-1.350460517	-1.644867448	-1.070779024	-1.276439977
<i>SIBBX28</i>	NA	NA	NA	NA
<i>SIBBX29</i>	-1.627730361	-1.618231745	-1.46903579	-3.339300946
<i>SIBBX30</i>	-1.077991186	-1.079242686	-1.149262048	-0.565630211
<i>SIBBX31</i>	0.71005904	1.224943232	1.060280437	2.718083218

^a The log₂FC value was calculated based on the FPKM value of each gene at 0 h.

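A log2FC of this kind compares the FPKM of a gene at each time with its FPKM at 0 h, so for a gene with low FPKM at 0 h it rests on a small denominator. Computed from the group means of the deposited FPKM, without a pseudocount, the log2 ratio of *SlBBX31* to 0 h was 2.47 at 2 h, 2.67 at 4 h, 1.29 at 12 h, 6.66 at 24 h and 1.87 in recovery. Each mean is over 3 libraries, and no test is attached to these ratios. Expression of the other BBX members was not analysed here, because this table gives them by name without gene IDs.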

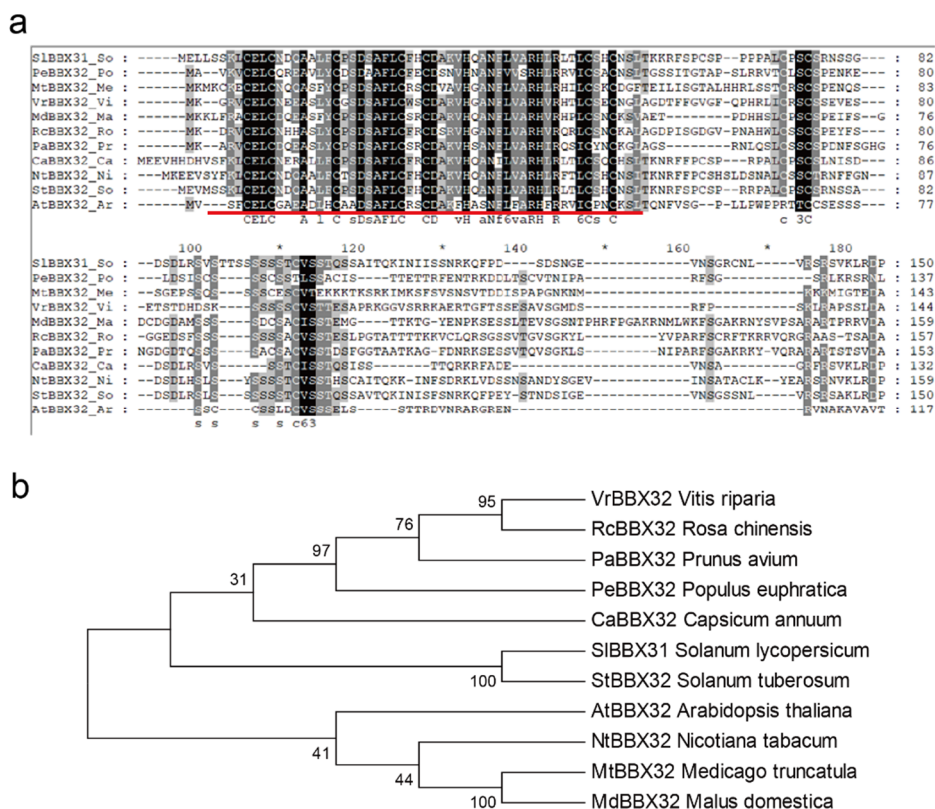

Figure S1. Phylogenetic analysis of SIBBX31. (a) Alignment of amino acid sequence of SIBBX31 with homologous sequences in different species. The conserved B-Box domain is in the red area. (b) Phylogenetic tree analysis of SIBBX31 protein and other homologous proteins.

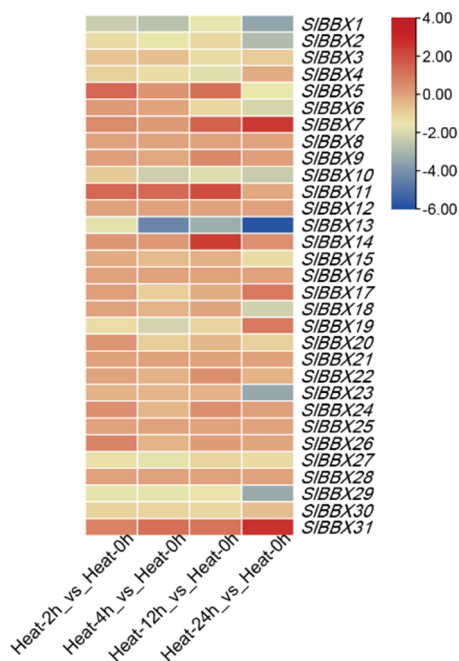

Figure S2. Expression analysis of *SIBBX* gene family in heat stresses.

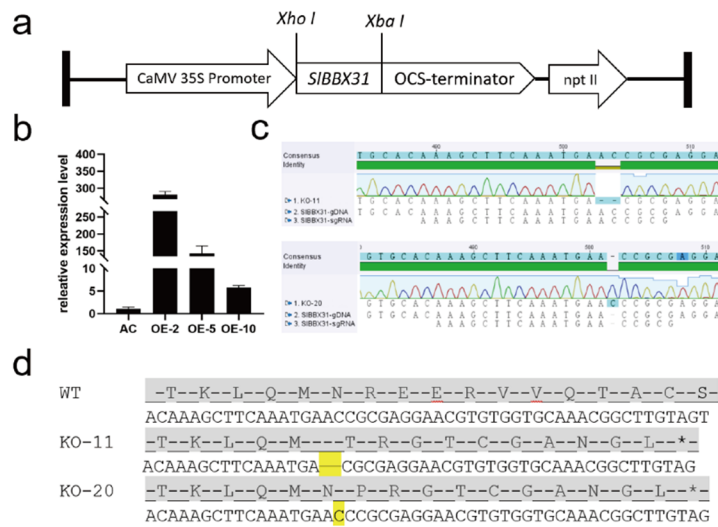

Figure S3. Identification of overexpression and knockout lines of *SIBBX31*. (a) Schematic diagram of the overexpression vector of *SIBBX31*. (b) The relative expression level of *SIBBX31* in overexpression lines. (c) Detection of two homozygous knockout transgenic plants. The KO-11 lines had a double base deletion, while the KO-20 lines had a single base insertion. (d) Mutated amino acid and nucleotide sequences of KO-11 and KO-20 lines. Due to a mutation, translation is prematurely terminated, leading to the generation of truncated proteins. The highlighted position indicates the site of this mutation.

How the deposited data were processed for this re-analysis (not part of the article)

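RNA-seq of leaves of tomato M82 was available for a heat series of 18 libraries (0 h, 2 h, 4 h, 12 h and 24 h at 42 °C, and 24 h of recovery) and for a drought series of 21 libraries (0 to 5 days without water and 24 h after re-watering), with 3 libraries in each group. The paper reports on the heat series, and the drought series is used in the closing section. For both series the authors deposited a table of FPKM per gene and library. According to the methods of the paper, paired-end reads were trimmed with Trimmomatic v0.39 and aligned with TopHat2 v2.1.1 to the reference genome (ITAG4.0). Cuffdiff of Cufflinks v2.2.1 was used for differential expression, and both steps were set to a stranded library type. The submitters' processing notes name Trimmomatic, TopHat and Cuffdiff for both series, and the parameters used for the drought series are not given in the sources used here. FPKM are not counts, so no count model was used, and tests ran on log2(FPKM + 1). The 2 tables were treated as normalized separately, and no test was run between them. Columns were matched to samples by their names and the sample labels. The 3 columns of the untreated drought group carry numbers that are not tied to the sample labels, and they were used as that group without pairs.

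Genes were kept with at least 1 FPKM in at least 3 libraries of a table, which left 18923 genes in the heat table and 19963 in the drought table of the 34075 genes listed. Group means were fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend), with all groups of a table in a single fit, and p-values were adjusted by the Benjamini-Hochberg method in each comparison. A gene was counted as differentially expressed at an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size, the thresholds of the paper. Gene lists were taken from Table S3 and fixed before the data were examined: 23 light-harvesting antenna genes, 7 genes of photosystem I and chlorophyll synthesis, 4 heat-response genes, 3 antioxidant genes, 6 hormone genes, 4 light and clock regulators, 8 protease inhibitors, chitinases and glucanases, the 112 genes lower in overexpression and higher in knockout lines, and the 72 genes higher in overexpression and lower in knockout lines. They were tested with fry of limma, adjusted over lists and comparisons of a table. Its p tests whether a list moves on balance in one direction, without comparison with other genes. Single genes were also compared with an exact permutation test of 3 libraries against 3, two-sided, over 20 relabellings.

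The genes named in the text were fixed by rule: genes that the paper names with an ID, and the members of the lists. The rule also asked for the genes of the largest changes among those with a name. No gene ID of the files matched the RefSeq table at hand (assembly SLM_r2.1), so these are given by ID for 24 h against 0 h, and lists by keyword, those of other leaf cell types included, were not run. No genome of this annotation was used, and no coordinates are given. Values for the overexpression and knockout lines, and qRT-PCR values, were not analysed here.

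Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, median-ratio scaling, only the groups compared in the fit, the replicate number as a block, each library left out in turn, no minimum fold change, the log2 ratio of mean FPKM without a pseudocount, and the least significant difference test on untransformed FPKM. Replicate 3 of 12 h and replicate 3 of 24 h of the heat series left out together, and libraries brought to the same FPKM sum, were added after seeing the data. The fit was tested on simulated data made from the mean of each gene in the untreated group and its spread within the real groups, with no other differences between groups. The changed genes were drawn only from genes well above the minimum of 1 FPKM in the untreated group. The shares recovered therefore do not apply to genes near that minimum, such as *SlBBX31* at 0 h. For 24 h of heat against 0 h, 71 of 100 genes changed by a log2 fold change of 1.5 and 97 of 100 changed by 3 were recovered, with 7 calls among 18072 unchanged genes, over 18272 genes. For 5 days of drought, 89 of 100 and 100 of 100 were recovered, with 4 calls among 18976 unchanged genes, over 19176 genes.

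The tables hold no fragment counts. Relative depth was read from genes that stay below 0.5 FPKM in every library, as the most frequent ratio between libraries, which is the value of a single fragment in the scale the authors used. It was settled for all 18 heat libraries. In the drought series it ranged from 0.741 to 1.46 of the median library for 20 libraries. For replicate 2 of 3 days it was not settled, because the ratios had several peaks, and this library listed 13889 genes at 0, against 10819 to 12054 in the others. A value of 0 can be a failed estimate. In the heat table 439 genes, and in the drought table 202 genes, were listed at 0 in a library beside at least 10 FPKM in another library of the same group. Of the genes of the lists this concerned *ERF5* (Solyc03g093560.1) and Solyc08g078900.1 in the heat table. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the comparison with the paper and the figures.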

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

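The tests of equal FPKM sums, of the 50 highest genes, of swapped labels, of depth, of the stage of replicates 2 and 3 of 12 h and of other splits were chosen after the results were seen, and the others before. Many genes differed directly between times, 4119 between 12 h and 24 h and 6138 between 24 h and recovery. From 12 h to 24 h, 832 were higher and 3287 lower (1587 and 1810 with median-ratio scaling). No untreated plants of the later times were sampled, so heat length and time of day cannot be told apart there. Of *SlBBX31* and the 4 heat-response genes, between 12 h and 24 h *SlBBX31* rose by a log2 fold change of 4.44, *HSP90* rose by 1.29 (limma adjusted p = 0.0278) and *HSF24* changed by -1.58 (limma adjusted p = 0.00135). Between 24 h and recovery, *SlBBX31* changed by -4.12, *HSP17.6* by -6.56, *HSP90* by -4.001 and *HSP70-1* by -1.25 (limma adjusted p = 0.00856).

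The paper does not report the number of genes that changed in M82. At 2 h, 4 h, 12 h, 24 h and in recovery, 1052, 2936, 4571, 8026 and 4649 genes were differentially expressed against 0 h. The 6 libraries of each comparison can be split in 10 ways, too few for a share under 0.05. The highest number in another split was 1 at 2 h, 4 h, 12 h and 24 h and 2 in recovery, where 1 split, the real one, gave the real number. Each other split mixes heated and untreated libraries, which adds their difference to the spread within groups. Low numbers there lend no separate weight to the real one.

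The drought libraries are not analysed in the paper. Against 0 days, 3007, 4775, 5533, 5949 and 6237 genes were differentially expressed after 1, 2, 3, 4 and 5 days of drought, and 2328 genes after re-watering. Here too 10 splits are too few for a share under 0.05, and the other splits mix both groups. They gave at most 1 gene on days 1 to 5 and 2 genes after re-watering, beside the real split, which was the 1 split to give the real number. *SlBBX31* was higher after 5 days of drought, at 2.01 ± 0.647 FPKM (SD, n = 3) against 0.398 ± 0.137 FPKM (SD, n = 3). This is a log2 fold change of 1.09 (limma adjusted p = 0.000641), with 3 of 3 libraries above every untreated one, and it fell to 0.94, below the minimum fold change, without replicate 1 of 5 days. The median log2 fold change over all genes ranged from 0.05 after re-watering to 0.23 after 4 days, and with median-ratio scaling 1594 genes were higher and 3211 lower after 2 days (in place of 2190 and 2585), 1842 and 3564 after 3 days (in place of 2579 and 2954) and 1881 and 3793 after 4 days (in place of 2911 and 3038). With equal FPKM sums the split moved the other way, to 1506 higher and 1498 lower after 1 day (in place of 1356 and 1651), 2966 and 2755 after 3 days and 3331 and 2861 after 4 days. With a pseudocount of 0.1, 3706 and 3584 genes were higher and lower after 4 days. Without a minimum fold change more genes were higher than lower in all 6 comparisons: 4839 and 3964, 6895 and 4973, 7554 and 5278, 8141 and 5248 and 7538 and 5860 after 1 to 5 days and 4007 and 3077 after re-watering.

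At 24 h and in recovery, 78.05% and 94.99% of the differentially expressed genes of the heat series were lower than at 0 h. Unequal FPKM sums are argued against as the whole cause, since 67.05% and 85.79% were still lower with equal sums. So are a few genes taking most of the FPKM, as the whole cause at an unchanged FPKM sum. The 50 highest genes took at most 30.8% at 24 h and 37.65% in recovery, where 50.69% and 50.21% would then be needed. The sums did differ, at 598343 to 777259 in recovery against 810565 to 864934 at 0 h, and both causes together were not tested. A single shift of all genes by the scaling had the values it needs: among the 8166 genes with a mean of at least 10 FPKM, the most frequent log2 fold change was -0.52 at 24 h and -0.42 in recovery, not near 0. Median-ratio scaling, which sets the median near 0 by its construction, left 52.74% and 56.35% lower. An excess of lower genes as a biological effect of heat was not tested apart from the scaling and stays open.

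The libraries of 12 h differed most among themselves, with replicate 2 closer to a library of 4 h, and replicate 3 to a library of 24 h, than they were to each other. Swapped labels with these groups are argued against. Closer to the other libraries of 12 h than to their own group were 0 of the 3 libraries of 4 h and 0 of the 3 libraries of 24 h. The relative depth was 1.14 (replicate 2) and 1.02 (replicate 3) times the mean of the others, with no sign of lower depth. It is read in the scale the authors used, whose normalization is not known here. Replicate 3 listed 13388 genes at 0, against 12487 and 12169 in replicates 1 and 2, so lower depth stays open for it. A different stage of the heat response cannot be told apart from other differences, since both libraries were picked by their closeness to the groups they were then set against: over genes, the difference of replicate 2 from replicate 1 correlated with that of 4 h from replicate 3 at r = 0.326 (with that of recovery at 0.304 and of 0 h at 0.275), and the difference of replicate 3 from replicate 1 with that of 24 h from replicate 2 at r = 0.345, where the 15 libraries of the other groups gave at most 0.262 in size. Replicate 3 of 24 h was the furthest from its group at 24 h. Its relative depth was 1.06 times the mean of the others. It listed 13550 genes at 0, against 13174 and 12669 in replicates 1 and 2, so lower depth stays open for it too. For a later stage a test of this kind gave r = 0.145, between the limits set for it, so that this too cannot be told apart. *SlBBX31* was at 0.512 FPKM in replicate 2 and 2.10 FPKM in replicate 3 of 12 h, below every library of 24 h.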

How the results depend on the processing

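The alternatives without replicate 3 of 12 h and of 24 h together and with equal FPKM sums were chosen after seeing the data. For *SlBBX31*, 141 of 164 values under alternatives kept their direction and their side of the threshold, for *HSP70-1* 60 of 70, for the other named genes 2255 of 2356 (the others no longer passed, and none turned), and 125 of 142 numbers of differentially expressed genes stayed within 1.5 times. The cause was not tested. For *SlBBX31*, the log2 fold change at 2 h passed with a pseudocount of 0.1 (2.27), with only the groups compared in the fit (1.26) and without replicate 3 of 12 h and of 24 h (1.26), and recovery passed with a pseudocount of 0.1 (1.55). At 4 h it no longer passed by the least significant difference (2.49 FPKM), a test that pools the large spread of 24 h and so could not decide there. As a log2 ratio of mean FPKM it was 2.47, 2.67, 1.29, 6.66 and 1.87 at 2 h, 4 h, 12 h, 24 h and in recovery, 5.37 between 12 h and 24 h, and -0.35, 0.56, 0.62, 1.07, 2.34 and 1.94 after 1, 2, 3, 4 and 5 days of drought and re-watering. After 3 days of drought it turned from 0.15 to -0.0514 with a pseudocount of 0.1. With a library left out, it ranged from 1.12 to 1.49 at 2 h, 1.28 to 1.63 at 4 h, 4.52 to 5.19 at 24 h, -0.20 to 0.02 after 1 day, -0.0129 to 0.46 after 3 days and 0.94 to 1.25 after 5 days of drought. After 3 days it was -0.00648 without replicate 1 and -0.0129 without replicate 3, and after 1 day 0.0250 without replicate 2. *HSP70-1* passed with median-ratio scaling at 2 h (1.39), 12 h (1.15) and 24 h (1.33) and turned at 4 h (0.0649) and in recovery (0.0617). It passed at 2 h with only the groups compared in the fit and without replicate 3 of 12 h and of 24 h (1.15 each), and by the least significant difference at 2 h (22.9 FPKM) and 12 h (21.3 FPKM). With a library left out, it ranged from 0.66 to 1.43 at 12 h. Without a minimum fold change, 5011 and 7230 genes passed at 4 h and in recovery of heat, and 8803, 11868, 12832, 13389, 13398 and 7084 after 1 to 5 days of drought and re-watering. Median-ratio scaling gave 1739 genes at 4 h and 2582 in recovery, equal FPKM sums 1825 at 4 h, and only the groups compared 1590 at 2 h. With a library left out, the numbers ranged from 531 to 875 at 2 h and 1827 to 3843 at 4 h. Libraries of the same replicate number did not deviate together (mean r = 3.73e-05 over 45 pairs of the heat series, 4 over 0.1), so the numbers were not taken as pairs. With the replicate number as a block, the numbers at 2 h, 4 h, 12 h, 24 h and in recovery were 982, 2918, 4587, 8054 and 4645, and no call of *SlBBX31* or *HSP70-1* changed, while *HSP90* in recovery no longer passed (limma adjusted p = 0.0506). No paired analysis was possible for the drought series because the numbers of its untreated columns are not tied to the sample labels. Depth limits these results mainly for genes near 1 FPKM, such as *SlBBX31* at 0 h, and the files give no fragment counts to measure it.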

Differences from the paper's values

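For the mean FPKM of *SlBBX31* at 24 h, the value computed here is 46.9 FPKM, and the paper's is about 73 FPKM in Fig. 2d, read by eye, with an error bar that spans the gap. Of the alternatives set before the data were examined, median-ratio scaling and leaving out replicate 1 or replicate 2 of 24 h brought both values within 1.5 times, and leaving out replicate 3 did not. At 4 h the value computed here is 2.95 FPKM, and the paper's is about 5 FPKM in Fig. 2d, read by eye, a difference that closed without replicate 2 of 4 h and with no other alternative. Replicates 1 and 2 of 24 h and replicate 2 of 4 h lay below their group means. Leaving out such a library raises the mean by construction, so this does not explain the differences. Over the 6 groups of Fig. 2d, read by eye, the paper's values are 1.3 to 1.8 times those computed here (median 1.6), so the courses run alike. The other alternatives do not change a group mean.

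The log2 fold change of *SlBBX31* in Table S2 of the paper is 0.710 at 2 h, 1.06 at 12 h and 2.72 at 24 h. Here limma gave 1.26, 0.49 and 4.92 on log2(FPKM + 1), a measure unlike that of Table S2. At 12 h the difference closed with a pseudocount of 0.1, with the log2 ratio of mean FPKM without a pseudocount and without replicate 2 of 12 h, and at 2 h and 24 h no alternative closed it. On a log10 scale, tried after the values were seen, the ratio of mean FPKM computed here is 0.742 at 2 h, near the paper's, and 2.01 at 24 h, where the paper's is 1.36 times that, while at 4 h and 12 h the paper's is 1.52 and 2.73 times the log10 ratio. No single log base brings the series together, since the paper's values are 0.288 to 0.823 times the log2 ratios of mean FPKM computed here, 0.415 to 1.19 times their natural logs and 0.956 to 2.73 times their log10. The paper's own Fig. 2d, read by eye, rises from about 0.6 FPKM at 0 h to about 73 FPKM at 24 h. A log2 fold change of 2.72 stands for a smaller rise, so Table S2 and Fig. 2d also differ from each other at 24 h.

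For *HSP70-1* (Solyc09g011030.3), the mean FPKM computed here is 17.8 at 0 h, and the paper's is about 7 in Fig. 2f, read by eye. At 2 h it is 40.6, and the paper's is about 210 in Fig. 2f, read by eye. At 12 h it is 39.1, and the paper's is about 700 in Fig. 2f, read by eye. At 24 h it is 31.6, and the paper's is about 120 in Fig. 2f, read by eye. Neither median-ratio scaling nor a library left out closed any of these 4 differences. At 4 h it is 13.2, and the paper's is about 70 in Fig. 2f, read by eye, with an error bar that spans the gap. In recovery it is 11.8, and the paper's is about 2 in Fig. 2f, read by eye, so that in recovery and at 0 h the paper's values are the lower ones.

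The paper states that *SlBBX31* did not change between 0 and 12 h, while its Table S2 gives log2 fold changes of 1.22 at 4 h and 1.06 at 12 h, without a test. Here *SlBBX31* was higher at 4 h by a log2 fold change of 1.42 (limma adjusted p = 0.0155), and did not pass at 2 h and 12 h. It did not pass at 4 h either without replicate 2 of 0 h or replicate 1 of 4 h. The least significant difference test that the paper names did not call it at 4 h, but pools the large spread of 24 h and so could not decide there. In the qRT-PCR of Fig. 2e, the letters of the paper set 4 h apart from 0 h. The paper states a marked induction of *HSP70-1* by heat, and Fig. 2f marks 2 h, 4 h, 12 h and 24 h as different from 0 h. By its plotted values, Fig. 2f may show another gene, Solyc06g076020.3, as given below. Here *HSP70-1*, taken as Solyc09g011030.3, passed the thresholds at none of these times with limma. It passed with median-ratio scaling at 2 h, 12 h and 24 h, with the least significant difference test at 2 h and 12 h, with only the groups compared in the fit at 2 h and without replicate 2 of 12 h at 12 h, and no setting called it at 4 h. Adjusted over the 4 heat-response genes alone, it also passed at 2 h, where 3 of the 4 were higher. Without replicate 3 of 12 h and of 24 h, chosen after seeing the data, it passed at 2 h. *HSP17.6* and *HSP90* rose at 2 h, as given above.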

Other observations

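The tests of the need for a rise of *SlBBX31*, of time of day, of the scaling of the list lower in overexpression lines and of the gene plotted in Fig. 2f, with its alternatives, were chosen after the values were seen, and the others before. Genes of the light-harvesting antenna, which bind chlorophyll and pass light energy to the photosystems, fell together in M82 leaves under both stresses. Of the 23 genes of Table S3, which the paper lists from its transgenic lines, 0 and 1 were lower after 2 h and 4 h of heat, 23 after 12 h, 23 after 24 h and 12 in recovery, and none was higher (0, 1, 23, 23 and 12 lower when adjusted over the list alone). Their median log2 fold change was -5.57 at 12 h and -6.62 at 24 h (fry adjusted p = 2.2e-05 and 1.29e-05). *LHCa1* (Solyc05g056050.3) fell from 655 FPKM at 0 h to 47.2 FPKM at 12 h and 5.03 FPKM at 24 h, and was at 234 FPKM in recovery. From 24 h to recovery, 22 of the 23 genes rose. The fall in recovery against 0 h (fry adjusted p = 0.0319) was lost with median-ratio scaling (adjusted p = 0.194, 9 genes lower) and without replicate 1 of 0 h (0.106), replicate 2 of 0 h (0.0638), replicate 2 of recovery (0.136) or replicate 3 of recovery (0.0696). In the drought series, treated here as normalized separately, 13, 22, 22, 23 and 23 of the 23 were lower after 1, 2, 3, 4 and 5 days and 2 after re-watering (14, 22, 22, 23, 23 and 0 when adjusted over the list alone; 16 after 1 day and 23 after 3 days with median-ratio scaling). All 7 genes of photosystem I and chlorophyll synthesis were lower after 12 h and 24 h of heat (fry adjusted p = 0.00160 and 0.000361; 7 and 7 when adjusted over the list alone; 6 at 24 h with median-ratio scaling) and after 5 days of drought.

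Among the 3 antioxidant genes, *APX-2* (Solyc09g007270.3), an ascorbate peroxidase, was at 1.43 FPKM at 0 h and rose to 320 FPKM at 2 h, 23.5 FPKM at 12 h and 226 FPKM at 24 h, and *SOD2* (Solyc06g048410.4), a superoxide dismutase, rose from 131 to 534 FPKM at 24 h. The antioxidant list had 2 genes higher and 1 lower at 24 h (2 and 1 when adjusted over the list alone). The lower gene was *POD*, with a log2 fold change of -1.37. Of the 6 hormone genes, 1 was higher and 1 lower at 24 h (1 and 1 when adjusted over the list alone; 2 and 1 with median-ratio scaling): *ABF3* (Solyc01g108080.4), a factor of abscisic acid signaling, rose from 7.65 to 83.0 FPKM, and *LOX1* (Solyc08g029000.3), a lipoxygenase, fell from 23.5 to 0.163 FPKM. Of the 4 light and clock regulators, 1 was higher and 1 lower at 24 h (1 and 1 when adjusted over the list alone), and of the 7 protease inhibitors, chitinases and glucanases tested, 3 were higher and 2 lower (3 and 2 when adjusted over the list alone). Of the 64 genes tested that are higher in overexpression and lower in knockout lines, 29 were higher and 1 lower at 12 h (29 and 2 when adjusted over the list alone), and 9 higher and 15 lower at 24 h, a split that turned to 14 higher and 10 lower with median-ratio scaling. *SlActin7* (Solyc03g078400.3), the internal reference of the paper's qRT-PCR, was at 301 FPKM at 0 h, 194 FPKM at 24 h and 150 FPKM in recovery. Its fall in recovery (log2 fold change -1.02, limma adjusted p = 0.00483) was lost with median-ratio scaling (-0.35) and without replicate 3 of 0 h (-0.999) or replicate 3 of recovery (-0.84).

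The genes that the paper reports as lower in overexpression and higher in knockout lines also fell in M82 under heat, in 70 of 99 genes tested at 12 h and 77 at 24 h (70 and 78 when adjusted over the list alone; 65 and 69 with median-ratio scaling). In recovery 46 were lower (28 with median-ratio scaling). Of all 18923 genes tested, 2977, 6264 and 4416 were lower at 12 h, 24 h and in recovery (2323, 3722 and 1455 with median-ratio scaling). At each of these times a larger share of the list fell. The hypothesis that this fall needs a rise of *SlBBX31* is not favoured, since the list had a median log2 fold change of -2.02 at 12 h, where *SlBBX31* did not pass the test, and of -1.35 after 2 days of drought (fry adjusted p = 1.67e-06), where it was at 0.587 FPKM. A rise too small to detect at 12 h, and an effect of its rise at 4 h, are not excluded. The antenna genes alone do not account for the fall at 12 h, since the median was -1.43 without the antenna, photosystem and chlorophyll genes, nor does the scaling, since it was -1.77 with median-ratio scaling. After 2 days of drought the median without these genes was -0.88 (36 lower and 9 higher of 77 tested), so the fall there rested in part on them. Time of day as the whole cause is argued against, since the median was -2.27 at 24 h (fry adjusted p = 2.49e-05; -1.796 with median-ratio scaling), at the clock time of 0 h if all treatments began or all ended together. The clock times are not given, and a share of time of day in the fall at 12 h stays open.

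The FPKM plotted for *HSP70-1* in Fig. 2f follow another course than those of Solyc09g011030.3, the ID that the paper gives for it. All 20569 genes with FPKM above 0 in each group were compared with the 6 plotted values, allowing a constant factor. A single gene, Solyc06g076020.3, singled out by this search, followed them with an SD of the log2 ratios of 0.263 and a factor of 1.57, while the next closest gene had an SD of 0.690 and Solyc09g011030.3 one of 2.56. As a check of the search, the values plotted for *SlBBX31* led to *SlBBX31* itself, with an SD of 0.175 and a factor of 1.54. Fig. 2f may therefore show Solyc06g076020.3, which had 5.48 ± 2.47 FPKM at 0 h, 154 ± 36.5 FPKM at 2 h and 0.927 ± 0.487 FPKM in recovery (SD, n = 3 each). Against 0 h, this gene was higher at 2 h, 4 h, 12 h and 24 h, with log2 fold changes of 4.65, 2.33, 5.86 and 3.62 (limma adjusted p = 0.000261, 0.0159, 5.06e-06 and 0.000175), a course for which it was chosen. The call at 4 h was lost without replicate 3 of 0 h (1.97, limma adjusted p = 0.0743) or replicate 3 of 4 h (1.51, adjusted p = 0.0552). In recovery it was lower (-1.70, limma adjusted p = 0.0452), a call lost with median-ratio scaling (-1.27, adjusted p = 0.140), without a filter on low values (adjusted p = 0.0723) and without replicate 1 or 2 of 0 h, any replicate of 2 h or of recovery, or replicate 1 or 2 of 24 h (adjusted p from 0.0508 to 0.154, each left out alone).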
